# Nogo-A regulates myogenesis via interacting with Filamin-C

**DOI:** 10.1038/s41420-020-00384-x

**Published:** 2021-01-06

**Authors:** SunYoung Park, Ji-Hwan Park, Un-Beom Kang, Seong-Kyoon Choi, Ahmed Elfadl, H. M. Arif Ullah, Myung-Jin Chung, Ji-Yoon Son, Hyun Ho Yun, Jae-Min Park, Jae-hyuk Yim, Seung-Jun Jung, Sang-Hyup Kim, Young-Chul Choi, Dae-Seong Kim, Jin-Hong Shin, Jin-Sung Park, Keun Hur, Sang-Han Lee, Eun-Joo Lee, Daehee Hwang, Kyu-Shik Jeong

**Keywords:** Cytoskeleton, Cell signalling

## Abstract

Among the three isoforms encoded by *Rtn4*, Nogo-A has been intensely investigated as a central nervous system inhibitor. Although Nogo-A expression is increased in muscles of patients with amyotrophic lateral sclerosis, its role in muscle homeostasis and regeneration is not well elucidated. In this study, we discovered a significant increase in Nogo-A expression in various muscle-related pathological conditions. Nogo^−/−^ mice displayed dystrophic muscle structure, dysregulated muscle regeneration following injury, and altered gene expression involving lipid storage and muscle cell differentiation. We hypothesized that increased Nogo-A levels might regulate muscle regeneration. Differentiating myoblasts exhibited Nogo-A upregulation and silencing Nogo-A abrogated myoblast differentiation. Nogo-A interacted with filamin-C, suggesting a role for Nogo-A in cytoskeletal arrangement during myogenesis. In conclusion, Nogo-A maintains muscle homeostasis and integrity, and pathologically altered Nogo-A expression mediates muscle regeneration, suggesting Nogo-A as a novel target for the treatment of myopathies in clinical settings.

## Introduction

Muscular dystrophies are a group of genetic muscle disorders that cause defective muscle fiber function due to the weakening and breakdown of muscle fibers as a result of inflammation accompanied with abrogated muscle regeneration. Duchenne muscular dystrophy (DMD), the most common form of muscular dystrophy, is severe myopathy associated with an abrogated dystrophin gene, which results in muscle membrane frailty associated with increased pro-inflammatory cytokine levels, mitochondrial dysfunction, and impaired satellite cell polarity^1–4^.

Following injury, satellite cells transform to committed myoblasts and ultimately differentiate into myofibers during myogenesis, a multistep process including transformation of satellite cells into myoblasts, differentiation into fusion-competent myoblasts, and their fusion into multinucleated myotubes^5,6^. Myogenesis is regulated by the synchronized actions of the myogenic regulatory factors myogenic factor 5, MyoD, and myogenin, and results in the expression of muscle-specific genes^7,8^. During differentiation, the Pax3 and Pax7 expression levels are downregulated, although satellite cells retain Pax7 expression during quiescence^9–11^.

The neurite outgrowth inhibitor Nogo, also known as reticulon 4, is encoded by *Rtn4*. Independently cloned by three groups^12–14^, Rtn4 complementary DNA (cDNA) was found to generate three Nogo isoforms, Nogo-A, Nogo-B, and Nogo-C, by alternative splicing or distinctive promoter usage^15,16^. Although mainly localized to the endoplasmic reticulum (ER), Nogo has also been observed on the cell surface^17^. Nogo-A, the largest Nogo isoform, which also carries an inhibitor region named Δ20, is a potent neurite growth inhibitor in the central nervous system (CNS)^14,15^. Nogo-A is expressed in the brain, spinal cord, eye, and skeletal muscle^18^, and most of our knowledge on Nogo-A concerns its function as a neurite outgrowth inhibitor in the CNS^13,19^. On the surface of cells, Nogo-A acts via its receptors Nogo-66 receptor 1, sphingosine-1-phosphate receptor (S1PR) 2, and myelin-associated glycoprotein. Nogo isoforms binds Nogo-66 receptor 1 and inhibits neurite growth via the Rho/Rho-associated kinase signaling pathway^14,18,20,21^. However, the mechanisms underlying the role of Nogo-A in muscle regeneration and myogenesis in skeletal muscle remain elusive.

In the present study, we also elucidate the role of Nogo in the regulation of muscle homeostasis, muscle differentiation, and adipocyte differentiation based on the muscle transcriptome profiles of Nogo^+/+^ and Nogo^−/−^ mice. We use a muscle-injury model in Nogo^−/−^ mice to examine Nogo-A involvement in muscle regeneration and further demonstrate the potent myogenic function of Nogo-A in myoblast differentiation using muscle lineage cells, including C2C12 cells and induced muscle stem cells (iMSCs). Our findings suggest that the expression of Nogo-A is altered in the skeletal muscle during pathological processes, and that Nogo-A serves a critical function in muscle regeneration and maintenance of muscle integrity.

## Results

### Nogo expression is altered in the muscle tissue of patients with myopathies

Muscle tissue samples from patients with different myopathies, including DMD and inflammatory myopathy, exhibited typical histopathological features of muscle degeneration including damaged myofiber structure, inflammatory cell infiltration, and fibrosis resulting from incomplete muscle regeneration (Fig. 1A). Thus, we examined the transcriptional expression levels of Nogo isoforms and myogenic factors in muscle tissues from patients with myopathies including DMD and inflammatory myopathy, which revealed that the levels of Nogo isoforms were significantly altered in the muscle samples of patients with myopathies (Fig. 1B). Specifically, although the level of Nogo-B in myopathic tissues was comparable to that in normal muscle tissues, the level of Nogo-A was dramatically elevated and the level of Nogo-C was significantly reduced in the myopathic tissues compared with the normal tissues (Fig. 1B). The transcript levels of Pax7, a satellite cell marker, and myogenic factors including MyoD and myogenin were upregulated in the myopathic tissues compared to the normal tissues (Fig. 1B), and the increased Nogo-A and myogenin transcript levels were associated with an elevation in the protein levels of Nogo-A and myogenin in the myopathic tissues (Fig. 1C, D).

**Fig. 1:**
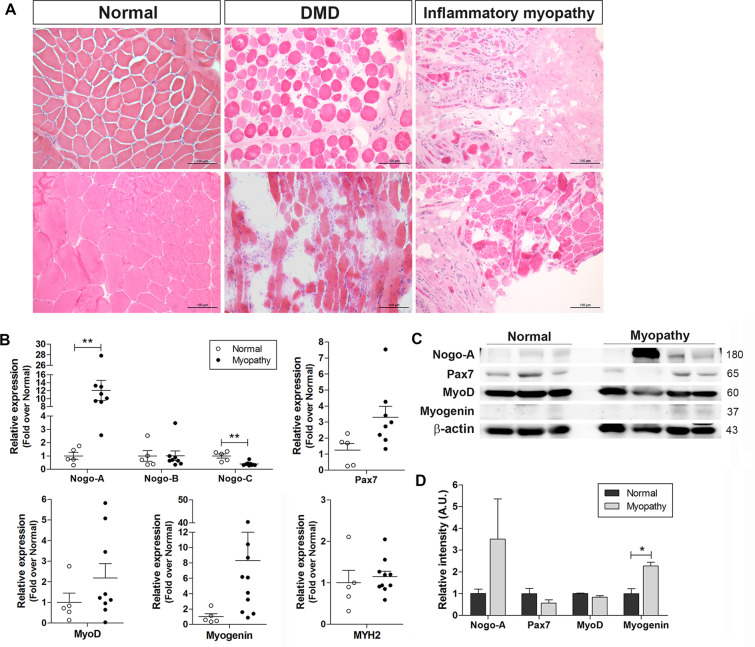
Altered expression of Nogo and myogenic factors in muscles under pathological or abnormal physiological states. **A** Hematoxylin/eosin staining of muscle biopsy samples from patients with Duchenne muscular dystrophy (DMD) and inflammatory myopathies and normal subjects. Scale bar = 100 µm. **B** Muscle mRNA samples from normal human subjects (*n* = 5) and patients with myopathy (*n* = 8–10) were evaluated by quantitative reverse-transcription PCR (qRT-PCR). Mean ± SEM. **p < 0.01. **C** Western blot (WB) analysis of indicated proteins in muscles tissue samples from normal subjects (*n* = 3) and myopathic patients (*n* = 4). Molecular weights (kDa) are indicated. **D** Quantitative assessment of band intensity (**C**) using the NIH ImageJ software. Mean ± SEM. *p < 0.05.

### The expression levels of Nogo and myogenic factors are altered in animal models of muscle disorders

The muscles of *mdx* mice, the animal model of human DMD, showed significantly elevated mRNA levels of Nogo-A (Fig. 2A), MyoD, and myogenin (Fig. 2B), and a reduced Nogo-C mRNA level (Fig. 2A) compared with the wild-type (WT) mice. These results were consistent with our analyses in human muscle samples from myopathies (Fig. 1B). The observed upregulation in Nogo-A and Myod transcript levels was accompanied by increases in their protein levels (Fig. 2C, D). Dasarathy et al.^22^ have demonstrated a relationship between skeletal muscle loss and alcoholic liver disease (ALD); thus, we also analyzed the skeletal muscle in a mouse model of ALD as a myopathy model associated with chronic liver dysfunction. In current study, the mouse ALD model successfully exhibited liver pathology including hepatomegaly, determined by the ratio of liver weight to body weight (Fig. S1A), and elevated levels of plasma aspartate aminotransferase (AST) and alanine aminotransferase (ALT) (Fig. S1C) compared to the control mice. Therefore, the elevated plasma ALT and AST levels in ALD mice suggest liver dysfunction as well as muscle damage (Fig. S1C). The skeletal muscle tissues of the ALD mice exhibited upregulated Nogo-A and reduced Nogo-C mRNA levels compared to the controls (Fig. 2E); the tissues also showed elevated levels of myogenin and Pax7 (Fig. 2F), suggesting increased numbers of committed Pax7^+^ satellite cells and myogenin-positive myoblasts.

**Fig. 2:**
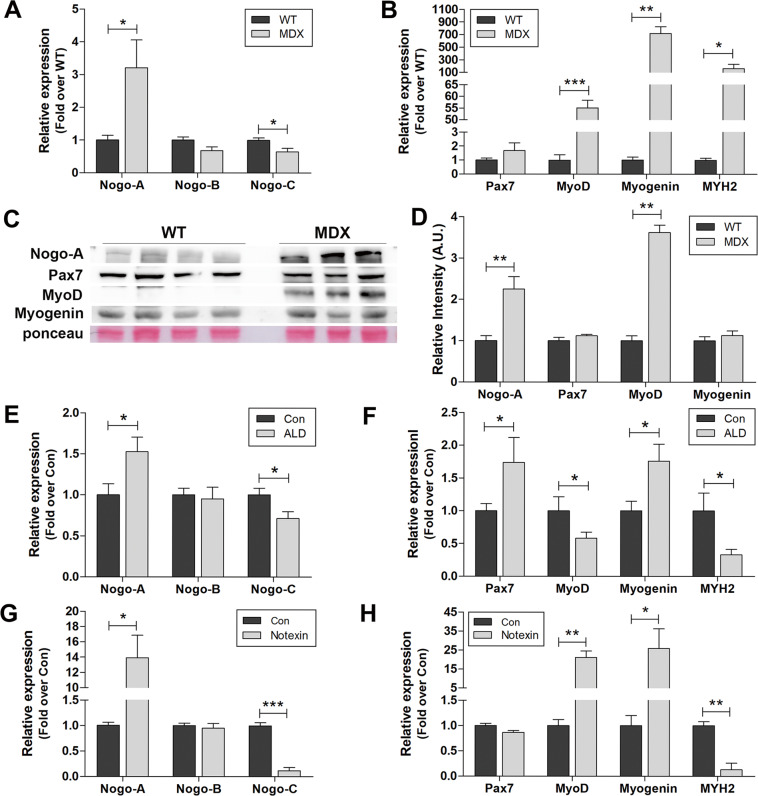
Altered expression of Nogo and myogenic factors in animal myopathy models. **A**, **B** qRT-PCR analysis for indicated genes in muscle samples from 12-week-old wild-type (WT) (*n* = 4) and *mdx* (*n* = 3) mice. Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. **C** WB analysis of indicated proteins in muscle extracts from 12-week-old WT (*n* = 4) and *mdx* (*n* = 3) mice. Molecular weights (kDa) are indicated. **D** Quantitative assessment for protein (**C**) using the NIH ImageJ software. Mean ± SEM. **p < 0.01. **E**, **F** qRT-PCR analysis for indicated genes in muscle samples from control (Con, *n* = 6) mice in a model of alcoholic liver disease (ALD) (*n* = 8). Mean ± SEM. *p < 0.05. **G**, **H** qRT-PCR analysis for indicated genes in muscle samples from control (Con, *n* = 3) and notexin-injured mice (8-week-old C57BL/6, 50 ng/gastrocnemius, 3 days post injury, *n* = 3). Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

Acute muscle injury induced by notexin injection was associated with a dramatic increase in Nogo-A and a significant reduction in Nogo-C (Fig. 2G), as well as significant upregulation of Myod and myogenin (Fig. 2H). In these animals, the number of Pax7^+^ committed satellite cells was not altered but the MYH2 expression was dramatically downregulated, indicating structural muscle damage (Fig. 2H).

### Muscle lacking Nogo exhibits abnormal structure and impaired regeneration following notexin-induced muscle injury

Although the Nogo-A^+/+^ muscles exhibited well-structured muscle fibers and the absence of inflammatory cell infiltration, the Nogo^−/−^ muscles displayed defective myofibers and exhibited immune cell infiltration (Fig. 3A, right panel, arrow). Notexin-induced muscle damage results in inflammation at the site of injection 3 days post injury, with the completion of regeneration 28 days post injury^23^. The notexin-injured muscles from Nogo-A^+/+^ mice exhibited centrally nucleated fibers indicating regenerating myofibers and increased infiltration of inflammatory cells between the fibers at 8 days post injury (Fig. 3A, left). In contrast, the muscles from notexin-injured Nogo^−/−^ mice displayed a higher number of regenerated myofibers and inflammatory cells, suggesting the susceptibility of Nogo-deficient muscles to injury (Fig. 3A, right). In addition, myofibers with defective regeneration (Fig. 3A, right, arrow) and increased fibrotic cells (Fig. 3A, right, arrowhead) in injured Nogo^−/−^ muscles represented the atrophy phenotype.

**Fig. 3:**
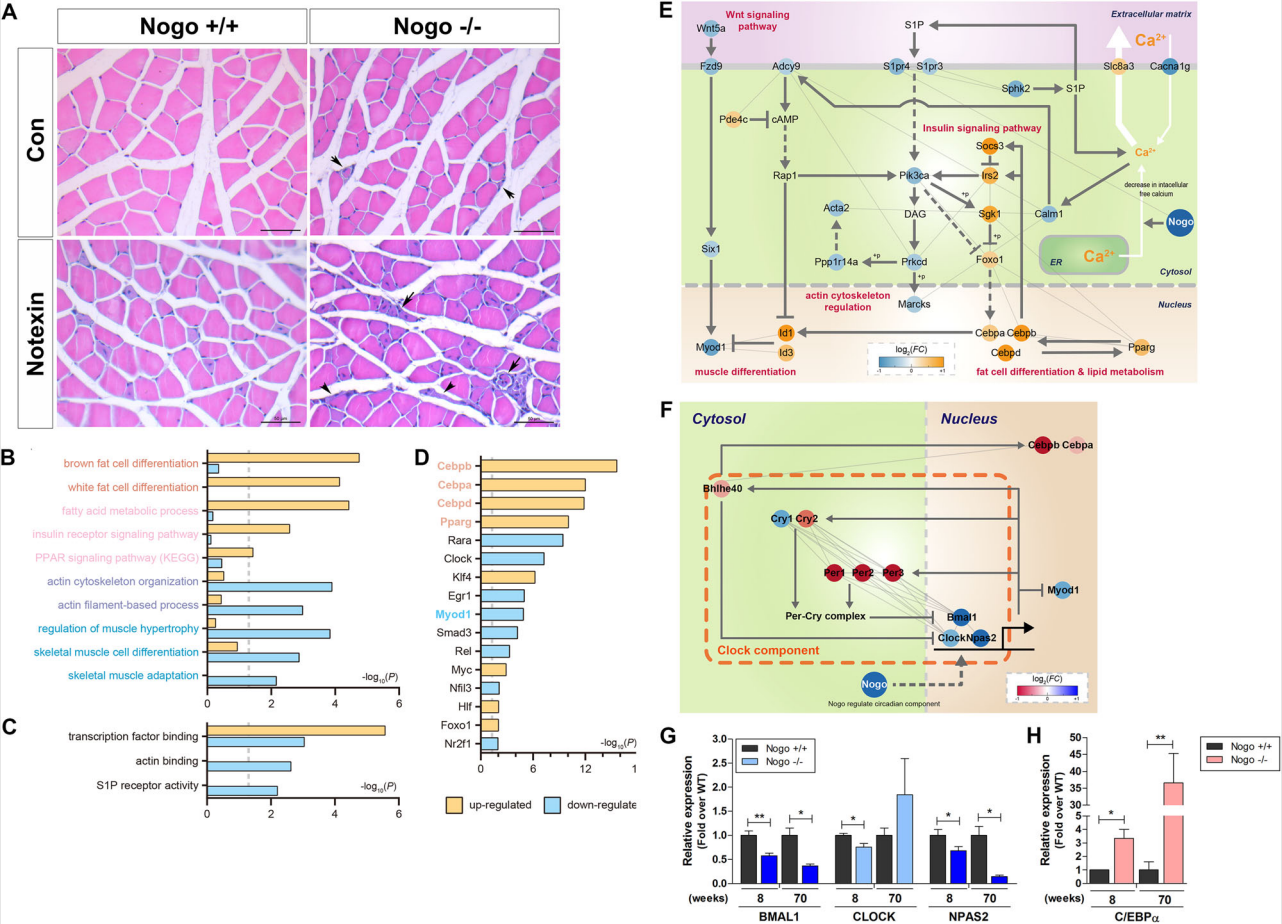
Cellular processes affected by Nogo deficiency, and muscle physiology of notexin-induced Nogo^−/−^ mice. **A** Representative images of hematoxylin/eosin stained non-injured control (Con, *n* = 5) and notexin-injured (500 ng/gastrocnemius, *n* = 5) muscles from Nogo^+/+^ or Nogo^−/−^ mice. Short and long arrows indicate defective and regenerating myofibers, respectively. Arrowheads mark fibrotic cells. Scale bar = 50 µm. Gene Ontology biological processes (GOBPs) (**B**) and gene Ontology molecular functions (GOMFs) (**C**) represented by genes up- and downregulated by Nogo knockout. Enrichment significance was determined via *p*-values calculated with DAVID is displayed as −log_10_(*P*). *P*-values for up- and downregulated GOBPs or GOMFs are denoted using orange or light blue bars, respectively. *p* < 0.05. **D** Major transcription factors (TFs) that regulate a high number of differentially regulated genes (DEGs). Four upregulated TFs and one downregulated TF in Nogo^−/−^ mice are labeled in orange and light blue, respectively. **E** Model network describing potential roles of Nogo in the regulation of myogenesis. Node colors represent upregulation (orange) and downregulation (blue) of the corresponding genes by the Nogo knockout. Arrows and suppression symbols denote activation and inhibition, respectively, based on the KEGG pathway database. Solid and dotted lines represent direct and indirect reactions, respectively, and gray lines represent protein–protein interactions between the connected nodes. The color bar represents gradient of log2 fold changes, log2(FC), between the Nogo^−/−^ and WT muscle tissues. **F** Network model for circadian rhythm regulation in Nogo^−/−^ mouse. Node colors represent upregulation (red) and downregulation (blue) of the corresponding genes by Nogo knockout. Arrows and suppression symbols denote activation and inhibition, respectively, based on the KEGG pathway database. Solid and dotted lines represent direct and indirect reactions, respectively, and gray lines represent protein–protein interactions between the connected nodes. The color bar represents gradient of log2(FC) between the Nogo^−/−^ and WT muscle tissues. **G**, **H** qRT-PCR analysis for indicated genes in muscle samples from 8- and 70-week-old Nogo^+/+^ (*n* = 4) and Nogo^−/−^ (*n* = 3) mice. Mean ± SEM. *p < 0.05, **p < 0.01.

### Absence of Nogo abrogates muscle differentiation and enhances fat cell differentiation and lipid metabolism-related gene expression

Comparison of the mRNA expression profiles between the two groups identified 703 differentially expressed genes (DEGs), including 355 genes that were upregulated and 348 genes that were downregulated in the Nogo^−/−^ muscles compared to the Nogo-A^+/+^ muscles (Table S1). 

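The deposited values come from the gastrocnemius, a calf muscle composed mostly of fast-twitch fibers, of 3 Nogo+/+ and 3 Nogo-/- mice, with 1 library of polyadenylated RNA per mouse. The authors trimmed the reads with cutadapt, aligned them to the mouse genome GRCm38.p6 with STAR and quantified each gene with Cufflinks as FPKM, which scale the fragments of a gene for the length of its transcripts and the depth of the library. The deposited table holds the FPKM of 12353 genes in the 6 libraries, which were put on the log2 scale here as log2(FPKM + 1) after quantile normalization over these genes. Every gene listed reached an FPKM of at least 1 in at least 1 library, the lowest such maximum being 1.00. Of the 12353 gene identifiers, 12342 matched a gene symbol and coordinates in the GENCODE M21 annotation of GRCm38, and 11540 of these are protein-coding. In genes with a single transcript, low FPKM values lay on steps of 1 fragment, with 93.9% to 95.9% of them within 0.1 of a whole number of fragments against 20.0% by chance. These steps give about 13812000, 13517000 and 14443000 fragments in the Nogo+/+ libraries and about 13887000, 14482000 and 13776000 in the Nogo-/- libraries, so the depth was close to equal in both groups. Libraries are numbered here as in Table S1, with Samples 1 to 3 from Nogo+/+ mice and Samples 4 to 6 from Nogo-/- mice, and these numbers pair no Nogo-/- mouse with a Nogo+/+ mouse. Differences were tested with limma, which borrows information on the spread across genes, on the normalized log2 values with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. Genes with an adjusted p under 0.05 are described as changed. The gene lists for muscle, fat, clock and other cell types and the test between the groups were fixed before the data were examined, whereas the change from the authors' normalized values to those made here, and limma with sample weights, came after. Lists were tested with camera, which asks whether the genes of a list are ranked higher or lower than all other genes, with a preset inter-gene correlation of 0.01. Of 43 lists, 9 passed at an adjusted p under 0.05, and none passed when the correlation was estimated from the 6 libraries, with 3 at an unadjusted p under 0.05. Fry, which asks whether the genes of a list move on balance one way, called 10. The 10 include the list of reticulons and Nogo receptors, which holds the knocked-out gene *Rtn4*. *Rtn4* was the only gene of that list to pass, and the median log2 fold change of the list was −0.017, so its call is no separate result.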

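*Rtn4*, the gene of all Nogo isoforms, lies on chromosome 11 from 29692947 to 29744331 of GRCm38 and was all but lost from the Nogo-/- muscles. Its FPKM was 414 to 429 in the Nogo+/+ mice and 0.312 to 0.423 in the Nogo-/- mice, or 0.0870% of the Nogo+/+ mean. This is a log2 fold change of −8.40 (standard error 0.08, adjusted p = 2.08e-10 from limma). A two-sided exact permutation test of the 6 FPKM values gave p = 0.1, the smallest p that 3 mice against 3 allow. FPKM are given per gene, so Nogo-A, Nogo-B and Nogo-C are not told apart. Across all genes, 573 changed in limma, of which 233 rose and 340 fell in the Nogo-/- muscles, and 2529 had an unadjusted p under 0.05. The balance of the directions depends on the scaling, since without quantile normalization 302 rose and 234 fell, or 56.3% higher in place of 40.7%. Most changes were small, with a median absolute log2 fold change of 0.47 among the changed genes. A fold change over 1.3 was reached by 395 of them and one over 2 by 57, of which 35 rose and 22 fell. With predicted genes and pseudogenes left out, the 10 genes with the largest rise included *Ciart*, *Per1*, *Dbp*, *Arrdc2*, *Ddit4*, *Slc25a25*, *Tmem267*, *Per2* and *Chac1*. Besides *Rtn4*, the 10 with the largest fall were *Arntl* (Bmal1), the immediate-early factor *Egr1*, *Lrrc30*, *Spon2*, *Rrad*, *Dyrk2*, *Tnfrsf12a*, *Pim1* and *Wsb1*. *Lrrc30* fell from an FPKM of 105 ± 1.06 (SD, n = 3 mice) to 34.7 ± 2.42 (SD, n = 3). *Tnfrsf12a*, the receptor of the cytokine TWEAK, fell from 38.9 ± 2.90 (SD, n = 3) to 16.5 ± 1.79 (SD, n = 3). *Ddit4* and *Slc25a25* passed in 1 of the 6 fits that leave out a mouse, with adjusted p-values of 0.00170 to 0.139 and 5.97e-04 to 0.151 from limma. The 3 Nogo+/+ libraries lay close together on the first principal component, at −14.2 to −12.5, whereas the Nogo-/- libraries were at 7.22, 6.11 and 25.9. Sample 6, the last of these, also stood apart in keratins of the skin, a list with a mean log2 value of 5.04 in Sample 6 and of 0.43 to 1.62 in the other 5 libraries. Leaving out single mice gave 188 to 435 changed genes in limma, the most without Sample 6 (199 rose and 236 fell). By a procedure modeled on that of the paper, on log2(FPKM + 1) and with a distribution pooled over all genes and over the 20 assignments of 3 of the 6 libraries to a group, 867 genes changed, 421 up and 446 down, at a combined p under 0.05 and a fold change of the medians over 1.3 (553 up and 343 down without quantile normalization). Limma and this procedure called 383 genes in common, all with the same sign.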

To investigate potential cellular processes affected by Nogo, we conducted an enrichment analysis of Gene Ontology biological processes (GOBPs) and Gene Ontology molecular functions (GOMFs) using the DAVID software (Table S2). The upregulated genes in Nogo^−/−^ muscles were mainly involved in fat cell development; specifically, brown and white fat cell differentiation and lipid metabolism via the fatty acid metabolic process, the insulin receptor signaling pathway, and the peroxisome proliferator-activated receptor signaling pathway (Fig. 3B, C). 

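In the Nogo-/- muscles, genes of lipid handling rose as a minority of their groups, among them *Dgat2*, an enzyme of triglyceride synthesis, the mitochondrial carrier *Ucp3*, and the lipid droplet proteins *Cidea* and *Plin4*. *Cidea* had a log2 fold change of 1.09 (standard error 0.18, adjusted p = 0.0142 from limma), and *Dgat2* one of 0.67 (adjusted p = 0.00424). Of 20 adipocyte markers, 2 rose, 1 fell and 17 did not pass the test over all genes, whereas 10 rose and 2 fell when adjusted over the list alone. The lipid droplet protein *Cidec* was just short of the threshold, at 1.18 (adjusted p = 0.0525), and passed without Sample 6 (adjusted p = 0.0210 from limma). The one that fell over all genes was the glycerol channel *Aqp7*, at −0.56 (adjusted p = 0.0390). The list ranked higher than other genes (camera, adjusted p = 4.59e-06; adjusted p = 0.745 with an estimated correlation; fry, adjusted p = 0.190). Its mean log2 value was 4.59, 4.18 and 3.93 in Samples 4, 5 and 6, and 3.45 to 3.80 in the Nogo+/+ mice, so that Sample 4 was the highest. The secreted fat cell hormones *Adipoq* and *Lep* had log2 fold changes of 0.62 and 0.67 and did not pass the test (adjusted p = 0.323 and 0.0956 from limma). Of 18 genes of lipogenesis and triglyceride synthesis, 1 rose and 3 fell, the latter *Lpin1*, *Scd2* and *Pnpla3* (3 higher and 4 lower when adjusted over the list alone). Of 27 genes of fatty acid uptake and oxidation, *Ucp3* rose, at 0.81 (adjusted p = 0.00146), *Pdk4* fell and 25 did not pass (2 higher and 1 lower when adjusted over the list alone). Among 8 measured genes of brown fat thermogenesis, *Cidea* rose and *Pdk4* fell, also over the list alone, and *Ucp1* was at 0.41 (adjusted p = 0.408). Of 27 insulin signaling genes, 4 rose and 1 fell (4 higher and 2 lower when adjusted over the list alone). *Trib1*, at 0.96 (adjusted p = 0.00111), and the hexokinase *Hk2*, at 0.52 (adjusted p = 0.00283), were among the 4. With single mice left out, *Cidea*, *Plin4*, *Lpin1*, *Scd2*, *Aqp7*, *Pnpla3* and *Pdk4* each passed in 2 to 5 of the 6 fits (adjusted p up to 0.147 from limma). The genes that the study lists for the enriched terms were read from the first 1998 of the 7105 rows of Table S2, as counts and values only. Of the 7 genes it lists for brown fat cell differentiation, 3 passed in limma. Of the 5 for white fat cell differentiation, 1 passed. For the fatty acid metabolic process it was 9 of 18, for the insulin receptor signaling pathway 4 of 7 and for the PPAR signaling pathway 0 of 5 in limma, although all 5 had an unadjusted p under 0.05, and each of these genes was higher in the Nogo-/- mean. These genes were chosen by the study on the same libraries, so their direction is not independent evidence.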

The downregulated genes were mainly involved in cytoskeletal organization and included actin filament-base processing, actin cytoskeleton organization, actin binding, and muscle development via regulation of muscle hypertrophy, skeletal muscle adaptation, and cell differentiation (Fig. 3B). 

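Some genes of the cytoskeleton and of muscle hypertrophy and atrophy fell in the Nogo-/- muscles. Among them were *Xirp1*, an actin-binding protein of the muscle fiber, the refilin *Rflnb*, and the ubiquitin ligases of muscle atrophy *Trim63* and *Fbxo32*. *Xirp1* had a log2 fold change of −0.63 (standard error 0.07, adjusted p = 0.00285 from limma), *Rflnb* one of −1.14 (adjusted p = 4.57e-04), and *Fbxo32* one of −0.85 (adjusted p = 3.01e-04). Of 51 genes of the actin cytoskeleton and Z-disc, 4 fell, none rose and 47 did not pass the test (11 lower and 2 higher when adjusted over the list alone). Those that fell were *Xirp1*, *Pdlim5*, *Pdlim3* and the smooth muscle actin *Acta2*. As a list they ranked slightly lower than other genes, with a median log2 fold change of −0.03 (camera, adjusted p = 0.0309; adjusted p = 0.404 with an estimated correlation; fry, adjusted p = 0.0285), and they did not pass without Sample 6 or in limma without a trend (camera, adjusted p = 0.0575 and 0.119). *Flnc*, the gene of Filamin-C, had a log2 fold change of −0.24 (adjusted p = 0.0697). Of 22 regulators of muscle hypertrophy and atrophy, 5 fell and 1 rose (8 lower and 4 higher when adjusted over the list alone). This list passed as lower in fry (adjusted p = 0.0285) but not in camera (adjusted p = 0.0799, and 0.745 with an estimated correlation). As it pools regulators of hypertrophy and of atrophy, its shared direction does not tell whether muscle growth was favored or opposed. *Trim63*, at −0.56 (adjusted p = 2.32e-04), and *Igfbp5*, a binding protein of insulin-like growth factors at −0.54 (adjusted p = 4.56e-04), were among those that fell. Of 13 measured genes of myogenic factors and satellite cells, 3 fell, none rose and 10 did not pass (5 lower and 1 higher when adjusted over the list alone). As a list these 13 also passed as lower in fry (adjusted p = 0.0249) but not in camera (adjusted p = 0.111, and 0.583 with an estimated correlation). None of the 13 slow fiber genes and none of the 15 fast fiber genes passed in limma, over all genes or over the list alone, and at an unadjusted p under 0.05 there were 4 and 2. Of the genes listed in Table S2 for actin cytoskeleton organization, 15 of 22 fell in limma, as did 8 of 14 for actin binding, 5 of 7 for the regulation of muscle hypertrophy, 3 of 4 for skeletal muscle adaptation and 5 of 7 for skeletal muscle cell differentiation. The 22 genes of the actin filament-based process are those of actin cytoskeleton organization. All of these genes had a log2 fold change under 0, and since the study chose them on these libraries their direction is not independent evidence. Of 12 smooth muscle and pericyte markers, *Acta2* and *Pdgfrb* fell and 10 did not pass (9 lower when adjusted over the list alone), with a median log2 fold change of −0.31 (camera, adjusted p = 1.28e-04; adjusted p = 0.745 with an estimated correlation; fry, adjusted p = 0.190). With single mice left out, *Acta2*, *Pdlim3*, *Pdlim5* and *Pdgfrb* each passed in 1 to 4 of the 6 fits (adjusted p up to 0.144 from limma).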

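Among the sphingosine-1-phosphate receptors, none of the 4 measured genes passed in limma, and 3 of them, *S1pr1*, *S1pr2* and *S1pr3*, had an unadjusted p under 0.05. *S1pr3* had an FPKM of 4.90 ± 0.369 (SD, n = 3 mice) in Nogo+/+ and 3.28 ± 0.916 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of −0.51 (standard error 0.14, adjusted p = 0.0798 from limma). *S1pr4*, a receptor found mainly on blood cells, was low in both groups, at 1.24 ± 0.217 (SD, n = 3) and 0.728 ± 0.419 (SD, n = 3), with a log2 fold change of −0.52 (standard error 0.23, adjusted p = 0.246 from limma), and its groups overlapped. *S1pr1* was at 0.31 (adjusted p = 0.226) and *S1pr2*, which is also a receptor of Nogo-A, at −0.36 (adjusted p = 0.223). Of 12 measured genes of sphingosine-1-phosphate receptors and metabolism, 1 fell, none rose and 11 did not pass (2 lower and none higher when adjusted over the list alone), and the one that fell was the kinase gene *Sphk2*. Of the 3 genes that Table S2 lists for sphingosine-1-phosphate receptor activity, *S1pr3*, *S1pr4* and *Sphk2*, 1 passed. Table S2 is a choice made on these libraries and so gives no independent evidence of direction.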

The GOMFs enriched by the downregulated genes included S1PR activity, which can induce myogenesis^24^ (Fig. 3C).

The TF enrichment analysis to uncover potential TFs regulated by Nogo (Fig. 3D and Table S3) revealed 17 major TFs regulating several DEGs. Among these, Nogo knockout (KO) upregulated four TFs known to regulate fat cell development, *Cebpa*, *Cebpb*, *Cebpd*, and *Pparg*^25,26^, but downregulated *Myod1*, a master TF for muscle development^27^ (Fig. 3D), suggesting that these TFs act downstream from Nogo and contribute to the attenuation of myotube development.

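Of the 17 transcription factors, 7 rose in the Nogo-/- muscles, 5 fell and 5 did not pass the test over all genes (9 higher and 8 lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries). The immediate-early factor *Egr1* had the largest fall, from an FPKM of 11.9 ± 1.82 (SD, n = 3 mice) to 3.24 ± 0.870 (SD, n = 3), a log2 fold change of −1.66 (standard error 0.14, adjusted p = 5.76e-04 from limma). *Klf2*, a factor of endothelial cells, rose from 10.8 ± 1.85 (SD, n = 3) to 28.4 ± 11.0 (SD, n = 3), a log2 fold change of 1.20 (standard error 0.27, adjusted p = 0.0448 from limma). *Hlf*, an output gene of the circadian clock, rose by 0.91 on the log2 scale (standard error 0.10, adjusted p = 0.00220 from limma), and *Klf4* by 0.78 (standard error 0.16, adjusted p = 0.0378 from limma). The TGF-β signal transducer *Smad3* and the retinoic acid receptor *Rara* fell, with log2 fold changes of −0.41 (adjusted p = 0.0354) and −0.43 (adjusted p = 0.0185), and *Myc* rose, at 0.46 (adjusted p = 0.0458). *Nfil3*, a repressor of the clock, was at −0.48 (adjusted p = 0.0716), the NF-κB subunit *Rel* at −0.49 (adjusted p = 0.0603) and *Nr2f1* at −0.49 (adjusted p = 0.180), and none of them passed. Of 20 measured immediate-early genes, 5 rose, *Egr1* fell and 14 did not pass (8 higher and 4 lower when adjusted over the list alone), so that *Egr1* moved against *Klf2*, *Klf4*, *Klf6*, *Nr4a1* and *Myc*. Leaving out single mice ended the calls of *Myc* in all 6 fits, of *Klf2*, *Klf4* and *Nr4a1* in 5 and of *Rara* and *Smad3* in 4, with adjusted p-values of up to 0.149 from limma. *Egr1* and *Hlf* passed in every one of these fits.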

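*Cebpd* and *Cebpb*, which encode early transcription factors of fat cell differentiation, rose in the Nogo-/- muscles. *Cebpd*, on chromosome 16 from 15887286 to 15891031 of GRCm38, had an FPKM of 2.86 ± 0.211 (SD, n = 3 mice) in Nogo+/+ and 9.58 ± 1.55 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of 1.40 (standard error 0.12, adjusted p = 5.10e-04 from limma). *Cebpb* had one of 14.9 ± 0.670 (SD, n = 3) and 32.6 ± 8.32 (SD, n = 3), a log2 fold change of 1.01 (standard error 0.17, adjusted p = 0.0141 from limma). The later fat cell factors *Cebpa* and *Pparg* had higher means but did not pass the test. *Cebpa* was at 5.02 ± 0.434 (SD, n = 3) and 9.11 ± 3.44 (SD, n = 3), a log2 fold change of 0.66 (standard error 0.19, adjusted p = 0.103 from limma), and *Pparg* at 2.67 ± 0.225 (SD, n = 3) and 4.47 ± 1.53 (SD, n = 3), a log2 fold change of 0.50 (standard error 0.17, adjusted p = 0.154 from limma). *Myod1*, on chromosome 7 from 46376474 to 46379099, fell from 15.9 ± 0.375 (SD, n = 3) to 9.27 ± 1.85 (SD, n = 3), a log2 fold change of −0.78 (standard error 0.13, adjusted p = 0.0146 from limma). Adjusted over the 4 fat cell factors alone, all 4 rose, which is not independent evidence since the study chose them on these libraries. *Cebpa* and *Pparg* were highest in Sample 4, the Nogo-/- mouse with the highest adipocyte markers, whereas *Cebpb* and *Cebpd* were highest in Sample 6, in which the adipocyte markers *Adipoq*, *Cfd* and *Retn* lay just below the Nogo+/+ mean and *Cidec*, *Plin1* and *Fabp4* above it. Sample 6 is also the library that stood apart in skin keratins, and what this adds to its *Cebpb* and *Cebpd* was not tested. Both genes were also above the Nogo+/+ mean in Samples 4 and 5. On the log2 scale *Cebpb* was 1.05 and 0.59 above it, and *Cebpd* 1.43 and 1.15. Without Sample 6, *Pparg* passed the test (adjusted p = 0.0140 from limma). *Cebpb* and *Myod1* lost their calls without Sample 1, 2, 3 or 4 (adjusted p up to 0.0756 and 0.0793, from limma).

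**Figure D1:**
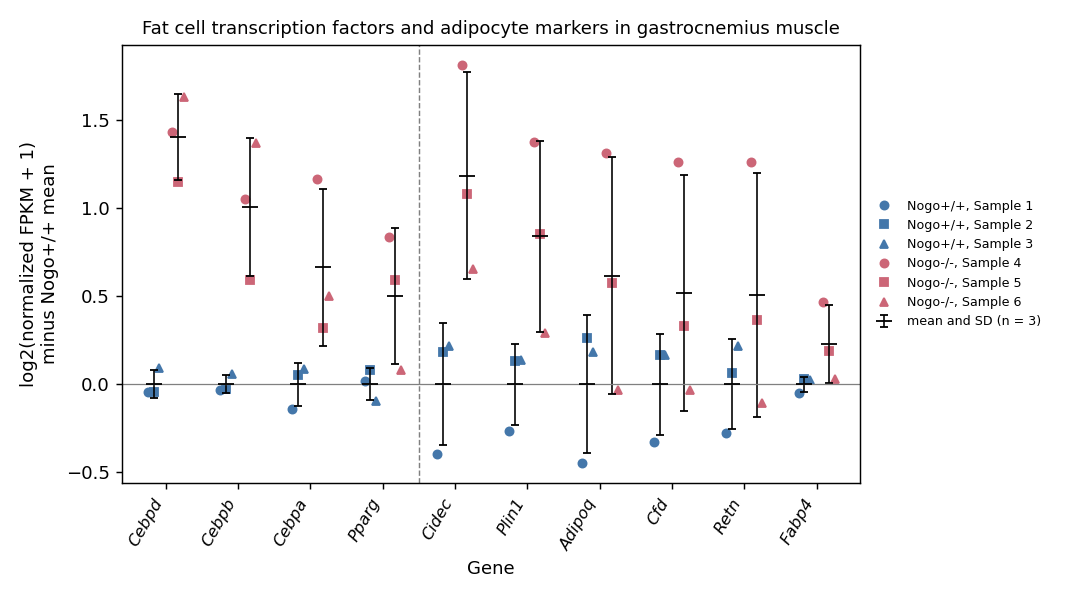
Log2(normalized FPKM + 1) of 4 fat cell transcription factors (left of the dashed line) and 6 adipocyte markers (right) in each of the 6 libraries, minus the Nogo+/+ mean of the gene. Symbols are single mice, and the bars are the mean and SD of 3 mice per group. The 3 Nogo-/- mice lie above all Nogo+/+ mice for the 4 transcription factors, barely so for *Pparg*, and for the markers *Cidec* and *Plin1*. Sample 4 is the highest for each of the 6 markers.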

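The frizzled receptor gene *Fzd9* fell in the Nogo-/- muscles. *Fzd9*, on chromosome 5 from 135248938 to 135251230 of GRCm38, had an FPKM of 24.4 ± 1.52 (SD, n = 3 mice) in Nogo+/+ and 16.1 ± 2.04 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of −0.62 (standard error 0.08, adjusted p = 0.00549 from limma). The Wnt ligand gene *Wnt5a* was low, at 2.89 ± 0.616 (SD, n = 3) and 1.94 ± 0.316 (SD, n = 3), with a log2 fold change of −0.44 (standard error 0.14, adjusted p = 0.121 from limma), and did not pass. Of 34 measured Wnt signaling genes, 2 fell, 1 rose and 31 did not pass the test (3 lower and 1 higher when adjusted over the list alone). The one that rose was another frizzled receptor gene, *Fzd4*, with a log2 fold change of 1.07 (standard error 0.09, adjusted p = 4.92e-04 from limma). The list as a whole had a median log2 fold change of −0.08 (camera, adjusted p = 0.0940; adjusted p = 0.583 with an estimated correlation; fry, lower, adjusted p = 0.0330).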

Finally, we built a network model describing the genes associated with the identified GOBPs and major TFs as indicated above to understand the functions of the DEGs and the five major TFs in attenuation of myotube development, which showed that Nogo KO downregulated Wnt signaling, indicated by the downregulation of *Wnt5a*, *Fzd9*, and *Six1*, resulting in decreased activation of *Myod1*^28^ (Fig. 3E, left). Consistent with this finding, negative regulators of *Myod1*, including *Id1/3*, and the upstream TFs *Cebpa*, *Cebpb*, *Cebpd*, and *Pparg* were upregulated by Nogo KO (Fig. 3E, bottom). 

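*Id1* and *Id3* encode inhibitors that bind the partners of MyoD, and *Id1* rose in the Nogo-/- muscles. *Id1*, on chromosome 2 from 152736251 to 152737410 of GRCm38, had an FPKM of 12.2 ± 0.242 (SD, n = 3 mice) in Nogo+/+ and 26.4 ± 2.59 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of 1.01 (standard error 0.08, adjusted p = 4.39e-04 from limma). *Id3* had one of 17.9 ± 3.35 (SD, n = 3) and 26.2 ± 2.82 (SD, n = 3), a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.0614 from limma), just short of the threshold. *Id1* passed in all 6 fits that leave out a mouse, and *Id3* passed only without Sample 1 (adjusted p = 0.0201 from limma). The third measured member of the family, *Id2*, had a log2 fold change of −0.33 (adjusted p = 0.0844) and did not pass. Of 9 measured genes of ID proteins and BMP targets, *Id1* rose, none fell and 8 did not pass (2 higher and 2 lower when adjusted over the list alone).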

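*Slc8a3*, which encodes a sodium-calcium exchanger of the plasma membrane, rose in the Nogo-/- muscles, and *Sphk2*, a sphingosine kinase gene, fell. *Slc8a3*, on chromosome 12 from 81197915 to 81333180 of GRCm38, had an FPKM of 10.5 ± 0.937 (SD, n = 3 mice) in Nogo+/+ and 15.6 ± 1.15 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.0108 from limma). *Sphk2* had one of 10.0 ± 0.817 (SD, n = 3) and 5.90 ± 0.711 (SD, n = 3), a log2 fold change of −0.71 (standard error 0.10, adjusted p = 0.00549 from limma). *Cacna1g*, the gene of a T-type calcium channel, was at 2.75 ± 0.943 (SD, n = 3) and 1.30 ± 0.416 (SD, n = 3), a log2 fold change of −0.71 (standard error 0.20, adjusted p = 0.0891 from limma), so it did not pass the test. The call of *Slc8a3* ended without Sample 2 (adjusted p = 0.0514 from limma). Of 29 measured calcium handling genes, *Slc8a3* rose, 1 fell and 27 did not pass (2 higher and 3 lower when adjusted over the list alone), and the main calcium pump and release channel genes *Atp2a1* and *Ryr1* were at 0.06 (adjusted p = 0.124) and −0.12 (adjusted p = 0.294). *Sphk2* lies on chromosome 7 from 45709467 to 45718002 and shares 737 bp, on the opposite strand, with the clock output gene *Dbp*, which rose, and 2546 bp, also on the opposite strand, with the ribosomal protein gene *Rpl18*, at 0.02 (adjusted p = 0.767). The library preparation keeps strand, but the sources used here do not give the strand setting of the quantification, so reads of these stretches could have been counted for either gene.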

The network model also indicated that Nogo KO altered the mRNA expression levels of *Slc8a3*, *Cacna1g*, and *Sphk2*, which are involved in decreasing the amount of cytosolic calcium (Fig. 3E, right). Consistent with this finding, Nogo KO further downregulated *Calm1* and *Adcy9a* in the downstream calcium signaling pathway, and *S1pr3/4*, *Pik3ca*, and *Prkcd* in the downstream sphingosine-1 phosphate phosphatidylinositol 3-kinase pathway (Fig. 3E, middle), resulting in decreased activation of cytoskeleton reorganization observed by downregulation of *Marcks*, *Ppp1r14a*, and *Acta2*. These data suggest that Nogo positively regulates Wnt, calcium, MyoD1, and S1P phosphatidylinositol 3-kinase signaling pathways, and negatively regulates insulin signaling, *Cebpa*, *Cebpb*, *Cebpd*, and *Pparg*, to coordinate myogenesis regulation.

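*Pik3ca*, the gene of a catalytic subunit of phosphatidylinositol 3-kinase, and *Acta2*, the smooth muscle actin gene, fell in the Nogo-/- muscles. *Pik3ca* had an FPKM of 14.5 ± 0.753 (SD, n = 3 mice) in Nogo+/+ and 10.0 ± 0.245 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of −0.53 (standard error 0.07, adjusted p = 0.00377 from limma), and *Acta2* one of 64.9 ± 1.29 (SD, n = 3) and 45.7 ± 8.16 (SD, n = 3), a log2 fold change of −0.55 (standard error 0.11, adjusted p = 0.0265 from limma). The adenylyl cyclase gene *Adcy9* (the Adcy9a of the text) had a log2 fold change of −0.36 (adjusted p = 0.101) and the protein kinase gene *Prkcd* one of −0.37 (adjusted p = 0.117), and neither passed. *Marcks*, a substrate of protein kinase C that binds actin, was at −0.41 (adjusted p = 0.0716) and the phosphatase inhibitor gene *Ppp1r14a* at −0.40 (adjusted p = 0.0621), which did not pass either. *Acta2* is expressed in vessel walls, and the smooth muscle markers *Myh11*, *Tagln* and *Cnn1* had log2 fold changes of −0.46 (adjusted p = 0.124), −0.31 (adjusted p = 0.133) and −0.63 (adjusted p = 0.153). The call of *Acta2* ended when Sample 1, 2, 3 or 4 was left out (adjusted p up to 0.108), whereas *Pik3ca* passed in all 6 such fits in limma.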

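Of the 5 insulin signaling genes in the network model, *Irs2*, an adaptor of the insulin receptor, and *Foxo1*, a transcription factor that insulin inhibits, rose in the Nogo-/- muscles. *Irs2* had an FPKM of 3.88 ± 0.309 (SD, n = 3 mice) in Nogo+/+ and 7.06 ± 0.721 (SD, n = 3) in Nogo-/- muscles, a log2 fold change of 0.69 (standard error 0.08, adjusted p = 0.00283 from limma). *Foxo1* had one of 2.59 ± 0.0839 (SD, n = 3) and 4.40 ± 0.996 (SD, n = 3), a log2 fold change of 0.53 (standard error 0.12, adjusted p = 0.0448 from limma), and of the 6 fits that leave out a mouse it passed only in the one without Sample 6 (adjusted p = 0.0479 from limma). *Socs3*, an inhibitor of insulin and cytokine signaling, had a log2 fold change of 1.94 (standard error 0.84, adjusted p = 0.241 from limma). Its FPKM in the Nogo-/- mice spread widely, at 20.9 ± 29.2 (SD, n = 3). The high mean came from Sample 5, at 54.5, with 5.90 in Sample 4 and 2.33 in Sample 6. The log2 fold change of *Socs3* was 0.76 to 2.77 with single mice left out. *Sgk1* and *Pde4c* were at 0.59 (adjusted p = 0.221) and 0.33 (adjusted p = 0.133) and did not pass. Of the 47 genes that the paper names for these muscles, 30 passed in limma, 15 higher and 15 lower, and the other 17 had the sign that the paper gives without passing. By the procedure modeled on that of the paper, all 47 passed. As these genes were chosen by the study on the same libraries, their shared direction is not independent evidence. From the genes of the network model, the paper proposes that Nogo positively regulates Wnt, calcium, MyoD1 and sphingosine-1-phosphate signaling. From the insulin signaling genes, *Cebpa*, *Cebpb*, *Cebpd* and *Pparg*, which it lists as higher without Nogo, it proposes negative regulation, and it takes both together as a coordination of myogenesis.

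**Figure D2:**
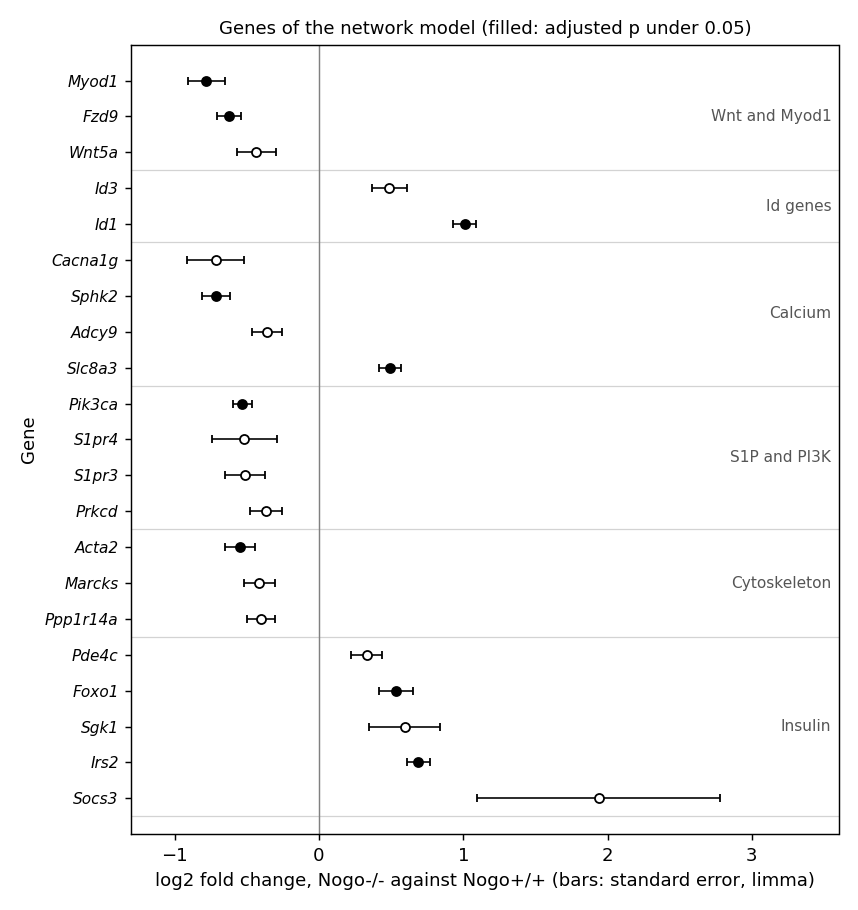
Log2 fold changes of 21 genes of the network model in Nogo-/- against Nogo+/+ muscles, on the log2(FPKM + 1) scale. Points are limma estimates from 3 mice per group, bars are standard errors, and filled points have an adjusted p under 0.05. *Myod1*, *Fzd9*, *Sphk2*, *Pik3ca* and *Acta2* are filled and below 0, and *Id1*, *Slc8a3*, *Foxo1* and *Irs2* are filled and above 0.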

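On the log2(FPKM + 1) scale, and with predicted genes and pseudogenes left out, the 3 largest rises among the changed genes were those of the clock genes *Ciart*, *Per1* and *Dbp*. A first list held 12 genes of the core clock and its output that are high when the PER and REV-ERB genes are high. Of these 12, 10 rose, none fell and 2 did not pass the test (11 higher and 1 lower when adjusted over the list alone). *Dbp*, a transcription factor gene driven directly by the clock, rose from an FPKM of 16.4 ± 1.08 (SD, n = 3 mice) to 154 ± 11.8 (SD, n = 3), a log2 fold change of 3.11 (standard error 0.07, adjusted p = 1.85e-07 from limma). *Ciart*, a repressor of the clock, rose from 0.739 ± 0.366 (SD, n = 3) to 16.3 ± 3.03 (SD, n = 3), a log2 fold change of 3.29 (standard error 0.18, adjusted p = 6.08e-05 from limma). *Nr1d2* and *Tef* rose by 0.89 and 0.61 on the log2 scale (adjusted p = 2.12e-04 and 5.10e-04 from limma), whereas *Nr1d1*, the REV-ERBα gene, was at −0.25 (adjusted p = 0.154) and *Bhlhe41* at 0.23 (adjusted p = 0.106). Of 6 genes of the opposite phase, 5 fell and 1 did not pass (6 lower when adjusted over the list alone). The first list ranked higher than other genes (camera, adjusted p = 2.87e-19) and the second lower (camera, adjusted p = 6.79e-09), and with an estimated correlation the adjusted p was 0.121 for each (fry, adjusted p = 1.84e-04 and 1.82e-04). The mean log2 value of the first list minus that of the second was −0.16 ± 0.09 (SD, n = 3) in the Nogo+/+ mice and 2.32 ± 0.07 (SD, n = 3) in the Nogo-/- mice. The difference of 2.47 far exceeds the spread within a group, and a two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. Values within a group lay close together, at −0.26 to −0.10 and 2.27 to 2.40. The paper names 6 genes of the first list and 5 of the second as changed in these libraries. The list tests and the difference of 2.47 are therefore not independent evidence. The paper's text on these libraries does not give the time of day at which the muscles were taken.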

Interestingly, genes related to circadian rhythm were significantly represented in both the up- and downregulated gene groups in the *Nogo*^*−/−*^ muscles (Fig. 3F). To elucidate the potential circadian clock activity resulting from Nogo KO, we mapped the identified DEGs to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database and identified the core clock components *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Bhlhe40*, *Bmal1*, *Npas2*, and *Clock* as DEGs in the circadian rhythm pathway. Specifically, the CLOCK/BMAL1 inhibitors *Cry2*, *Per1*, *Per2*, *Per3*, and *Bhlhe40* were upregulated and the CLOCK/BMAL1 components *Bmal1*, *Npas2*, and *Clock* were downregulated. These clock components are known to regulate myogenesis^29–32^. 

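All 9 of these clock components passed in limma, 5 higher and 4 lower in the Nogo-/- muscles (the same counts when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries). The cryptochrome genes moved in opposite directions. *Cry2*, on chromosome 2 from 92403646 to 92434043 of GRCm38, rose from an FPKM of 7.56 ± 0.475 (SD, n = 3 mice) to 15.2 ± 0.981 (SD, n = 3), a log2 fold change of 0.87 (standard error 0.07, adjusted p = 4.85e-04 from limma). *Cry1*, on chromosome 10 from 85131700 to 85185064, fell from 7.63 ± 0.437 (SD, n = 3) to 4.23 ± 0.339 (SD, n = 3), a log2 fold change of −0.76 (standard error 0.09, adjusted p = 0.00281 from limma). *Bhlhe40*, a repressor of CLOCK/BMAL1 target genes, rose from 31.4 ± 1.90 (SD, n = 3) to 50.1 ± 7.43 (SD, n = 3), a log2 fold change of 0.60 (standard error 0.09, adjusted p = 0.0103 from limma). Without Sample 2 the adjusted p of *Bhlhe40* was 0.0599 in limma. The other 8 components passed in all 6 fits that leave out a mouse.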

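The period genes, which encode the main repressors of CLOCK/BMAL1, rose in the Nogo-/- muscles. *Per1*, on chromosome 11 from 69095217 to 69109960 of GRCm38, rose from an FPKM of 2.01 ± 0.0841 (SD, n = 3 mice) to 28.1 ± 8.88 (SD, n = 3), a log2 fold change of 3.18 (standard error 0.21, adjusted p = 1.62e-04 from limma). *Per2* rose from 0.427 ± 0.114 (SD, n = 3) to 5.33 ± 0.605 (SD, n = 3), a log2 fold change of 2.09 (standard error 0.11, adjusted p = 4.24e-05 from limma), and *Per3* from 2.91 ± 0.126 (SD, n = 3) to 14.7 ± 1.90 (SD, n = 3), a log2 fold change of 1.96 (standard error 0.09, adjusted p = 1.45e-05 from limma). *Per3* lies within the span of *Camta1* on the same strand, and *Camta1* was at 0.16 (adjusted p = 0.432). The activator genes moved the other way. *Arntl*, the gene of BMAL1, on chromosome 7 from 113207465 to 113314126, fell from 15.2 ± 0.315 (SD, n = 3) to 1.65 ± 0.479 (SD, n = 3), a log2 fold change of −2.67 (standard error 0.11, adjusted p = 8.53e-06 from limma). *Npas2* fell from 1.39 ± 0.103 (SD, n = 3) to 0.124 ± 0.0450 (SD, n = 3), a log2 fold change of −1.15 (standard error 0.13, adjusted p = 0.00281 from limma), and *Clock* from 5.78 ± 0.360 (SD, n = 3) to 3.27 ± 0.120 (SD, n = 3), a log2 fold change of −0.71 (standard error 0.08, adjusted p = 0.00283 from limma). For each of these 6 genes, the 3 Nogo-/- values all lay on one side of the 3 Nogo+/+ values. *Per1* is also a glucocorticoid-responsive gene, and of 20 such genes 11 rose and 3 fell (11 higher and 4 lower when adjusted over the list alone), with *Glul*, *Tsc22d3* and *Mt2* higher and *Fbxo32*, *Trim63* and *Pdk4* lower. This list ranked higher than other genes (camera, adjusted p = 5.43e-04; adjusted p = 0.583 with an estimated correlation; fry, adjusted p = 0.0285).

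**Figure D3:**
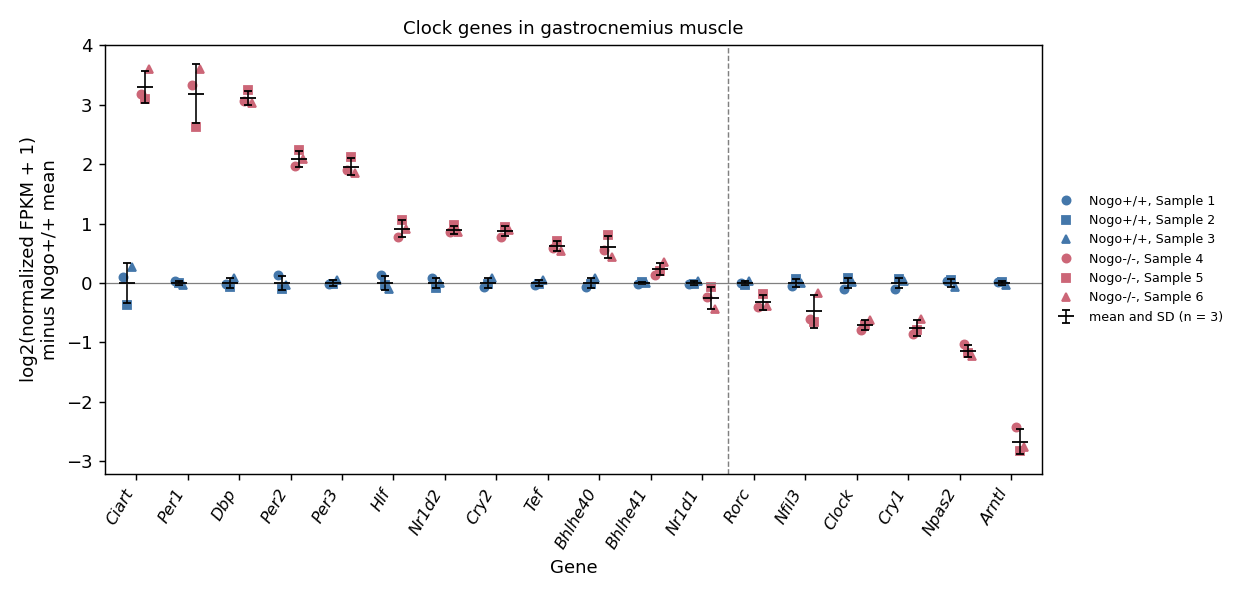
Log2(normalized FPKM + 1) of 12 clock and clock output genes (left of the dashed line) and 6 genes of the opposite phase (right) in each of the 6 libraries, minus the Nogo+/+ mean of the gene. Symbols are single mice, and the bars are the mean and SD of 3 mice per group. The Nogo-/- mice lie above the Nogo+/+ mice for 11 of the 12 genes on the left, *Nr1d1* being the exception, and below them for all 6 on the right.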

The CLOCK/BMAL1 elements *Bmal1*, *Npas2*, and *Clock* bind to the *Myod1* enhancer to induce *Myod1* expression (Fig. 3E, left)^29,30^. *Cry1* and *Cry2* play opposing roles in myogenic differentiation: *Cry1* knockdown promotes myoblast differentiation, which is inhibited by *Cry2* knockdown (Fig. 3E, middle)^32^. In contrast, *Bhlhe40* regulates adipogenic differentiation by interacting with *Cebpb* (Fig. 3F, top)^31^. These models suggest that Nogo-A regulates myogenesis through the control of circadian clock gene expression. Further, muscles from 70-week-old mice were analyzed to delineate Nogo activity in circadian regulation and muscular fat cell deposition. As seen in Figs. 3G and 3H, the downregulation of *Bmal1* and *Npas2* was enhanced in aged *Nogo*^*−/−*^ muscles and was accompanied by an increase in *Cebpa*, suggesting that Nogo modulates fat deposition in muscle via circadian clock regulation.

### Nogo-A is highly expressed during late differentiation in C2C12 cells and is related to the expression of myogenic factors

Based on our observation that Nogo-A levels were increased under pathological conditions, we assessed the role of Nogo-A during myogenesis in C2C12 mouse myoblasts. During early differentiation, the expression levels of Pax7, a quiescent satellite cell marker, and MyoD, an early myogenic differentiation marker, were significant and Nogo-A expression was observed in Pax7^−^ and MyoD^+^ cells (Fig. 4A). The late differentiation marker myogenin as well as MYH2 were also observed in Nogo-A^+^ cells (Fig. 4B). Significant features of differentiated cells included a dramatic reduction in Pax7 and increases in MYH2 and Nogo-A (Fig. 4B). Analysis of the expression levels of Nogo-A and myogenic factors were well-matched to these observations (Fig. 4D). During differentiation, Nogo-A expression and its cytoplasmic localization corresponded to those of MYH2 (Fig. 4A, B). Previously, we have derived iMSCs from mouse embryo fibroblasts bearing potent myogenic differentiation capacity to show that iMSCs sorted according to stem cell markers (sort-iMSCs) had enhanced myogenic potential^33^. To confirm the expression of Nogo-A during myogenic differentiation, we analyzed differentiated iMSCs and sort-iMSCs, and observed enhanced *Nogo-A* expression (Fig. 4E) and Nogo-A colocalization with MYH2 during differentiation in both populations (Fig. 4F, G).

**Fig. 4:**
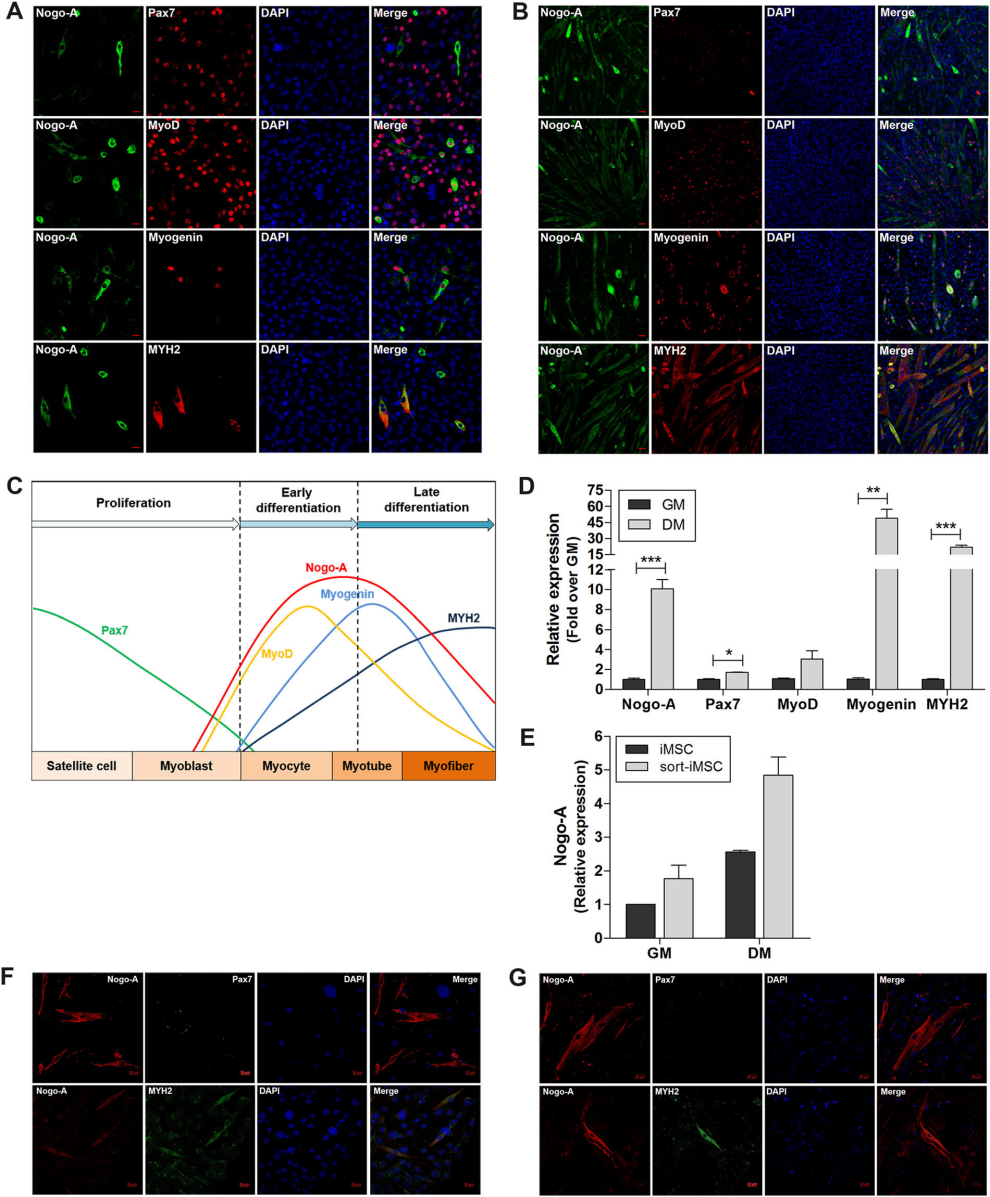
Enhanced expression of Nogo-A and myogenic factors during myoblast differentiation. Cells were cultured in growth medium (GM) to maintain a proliferation/early differentiation state; differentiation was induced by incubating cells with differentiation medium (DM) for 3 days. **A**, **B** IF staining of Nogo-A (green) with Pax7, MyoD, myogenin, or MYH2 (red) in C2C12 mouse myoblast cells in early differentiation (**A**) and late differentiation (**B**). Scale bar = 20 µm. **C** Summary of the expression levels of Nogo-A and myogenic factors during myoblast differentiation. **D** qRT-PCR analysis of Nogo-A and myogenic factors in myoblasts (*n* = 3/group). Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. **E** qRT-PCR analysis of Nogo-A in induced muscle stem cells (iMSCs) and sorted-iMSCs (sort-iMSCs). **F**, **G** IF staining of Nogo-A (red) with Pax7 or MYH2 (green) in differentiated iMSCs (**F**) and sort-iMSCs (**G**). Scale bar = 20 µm.

### Predicted TF binding to Nogo-A TF-binding sites is altered during differentiation in C2C12 cells

We analyzed the Nogo TF-binding site to generate a list of TFs predicted to bind to the site (Table S4) and utilized differentiated C2C12 cells to assess the participation of predicted TFs in myoblast differentiation. Among the predicted TFs, the expression levels of *Errg*, *Arid3b*, *Arnt*, *Mlxip*, *Klf1*, and *Mycn* were significantly increased (Fig. 5A and Fig. S2). Further, the expression of ERRγ, a proposed critical regulator of myogenesis^33^, was elevated in human myopathic muscles (Fig. 5B, C). Then, we assessed the roles of these factors in Nogo-A transcription using small interfering RNAs (siRNAs) targeting *Errg* in C2C12 cells. As shown in Fig. 5D, the abrogated expression levels of ERRγ resulted in the reduction of Nogo-A, which suggests that an increase in Nogo-A expression during myogenesis may be regulated by the myogenic signals via ERRγ.

**Fig. 5:**
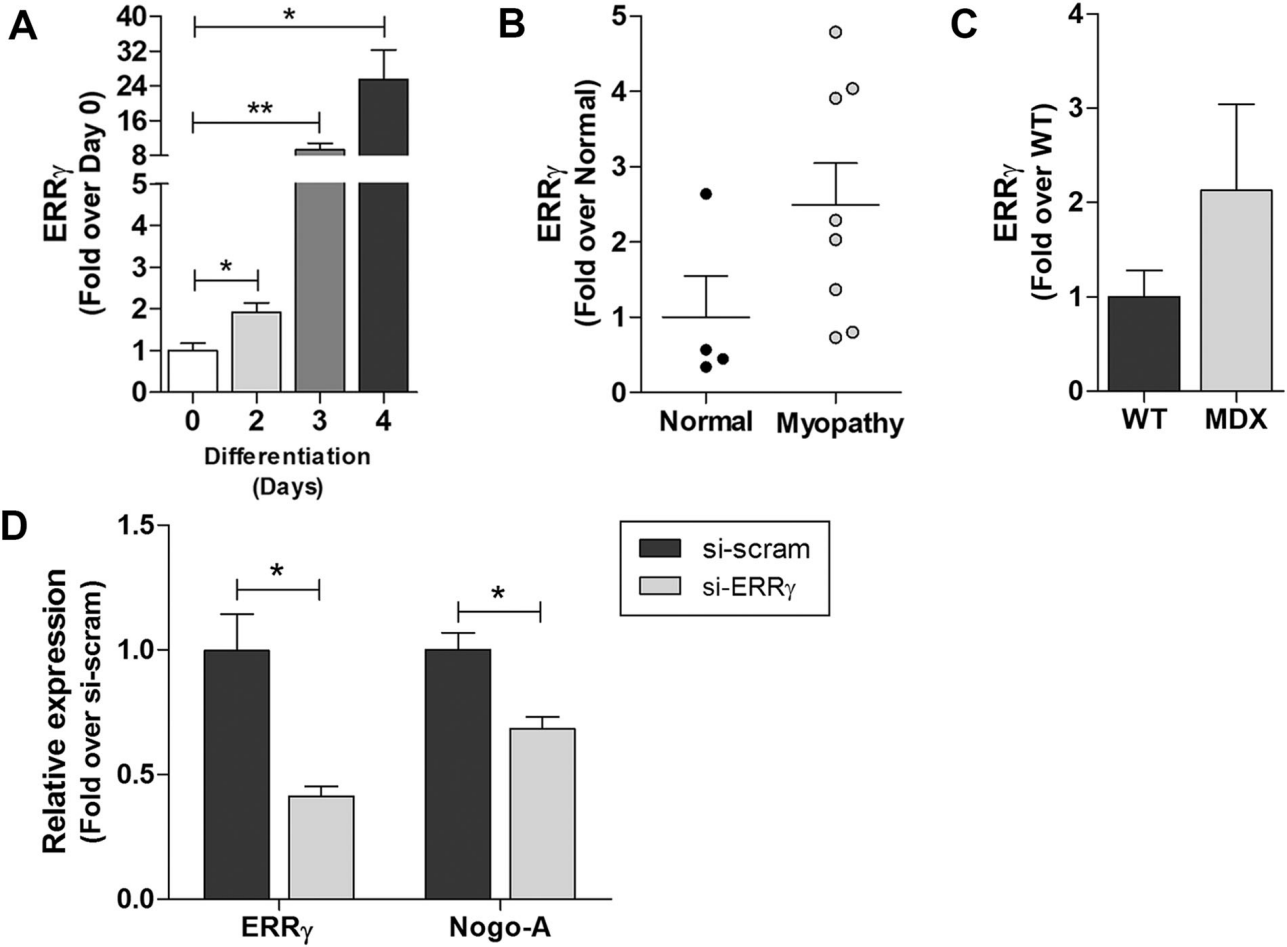
Expression of ERRγ in differentiated C2C12 cells and dystrophic muscles, and Nogo-A expression in ERRγ-silenced C2C12 cells. **A**–**C** qRT-PCR analysis of ERRγ during differentiation of C2C12 cells with DM (**A**), in normal (*n* = 4) and myopathic (*n* = 8) human muscle tissues (**B**), and of muscles from WT (*n* = 4) and *mdx* (*n* = 4) mice (**C**). **D** qRT-PCR analysis of si-scrambled- or si-ERRγ-transfected C2C12 cells (*n* = 3/group). Mean ± SEM. *p < 0.05.

### Nogo-A functions in myogenesis

To elucidate the role of Nogo-A during muscle differentiation, Nogo-A expression in C2C12 was abrogated by transfecting an siRNA targeting Nogo-A (si-Nogo-A), followed by differentiation induction to evaluate Nogo-A function during myogenesis. The Nogo-A expression level was significantly abrogated by si-Nogo-A (growth medium (GM), Fig. 6A) and was maintained during differentiation medium (DM, Fig. 6A). The effect of Nogo-A silencing by si-Nogo-A on the levels of Nogo-B, Nogo-C, MyoD, myogenin, and MYH2 was not significant (Fig. 6A, B). Silencing of Nogo-A significantly decreased the protein levels of Nogo-A and slightly downregulatedthe MyoD and myogenin during differentiation (Fig. 6C, D). Myotube development was attenuated by Nogo-A silencing (Fig. 6E), and the decreased myotube fusion index (Fig. 6F) and smaller-diameter myofibers (Fig. 6G, H) indicated immature myofiber formation in the Nogo-A-silenced cells. These results implicate the role of increased Nogo-A in myogenesis.

**Fig. 6:**
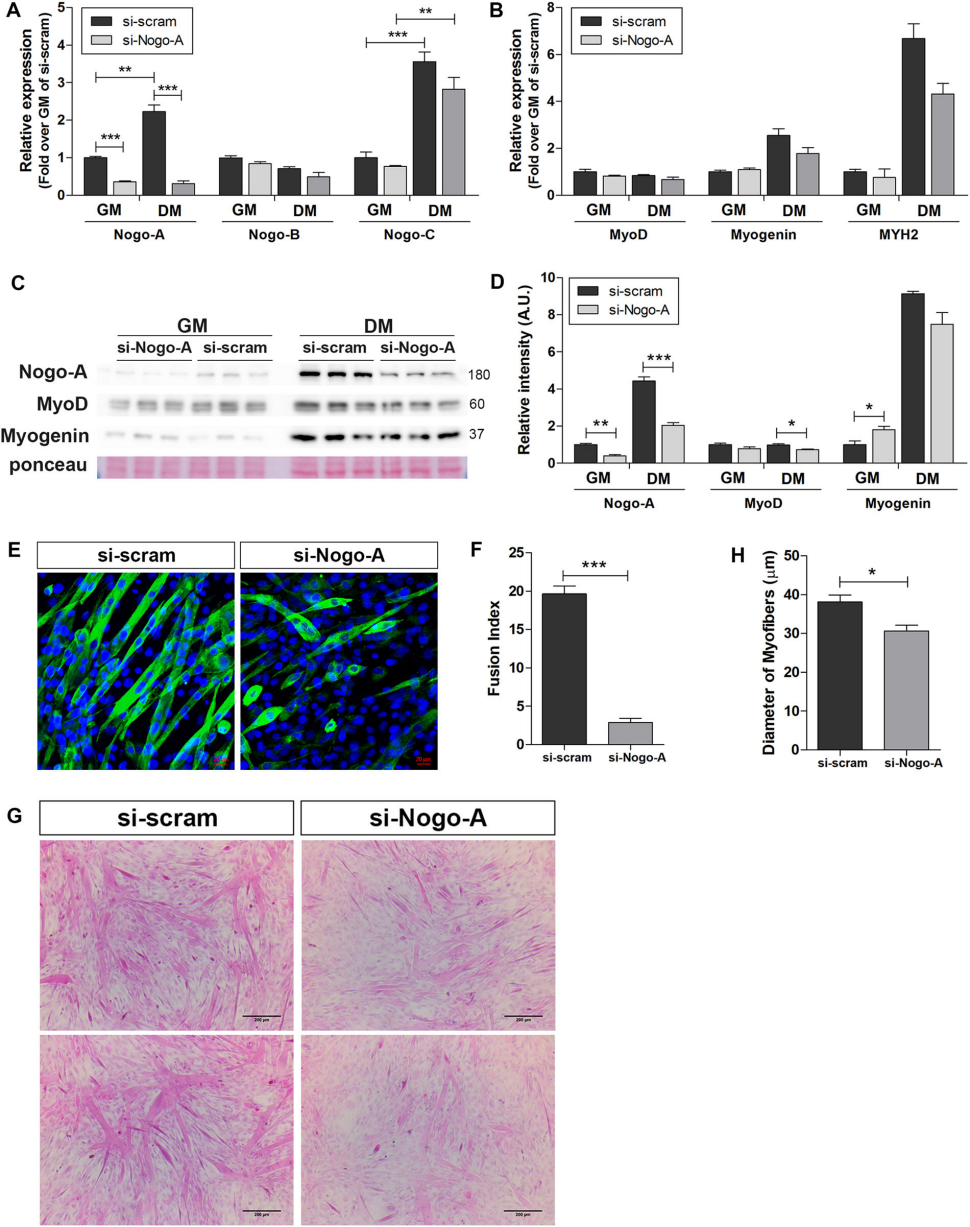
Defective myotube formation in Nogo-A-silenced C2C12 cells. Expression of Nogo-A in C2C12 myoblast was silenced using si-Nogo-A, and myoblast differentiation was induced by DM for 3 days. **A**, **B** qRT-PCR analysis of *Nogo* isoforms (**A**) and *Myod*, myogenin, and *Myh2* (**B**) in si-scrambled- or si-Nogo-A-transfected C2C12 cells (*n* = 3/group). Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. **C** WB of indicated proteins in Nogo-A-silenced cells (*n* = 3/group). Molecular weights (kDa) are indicated. **D** Quantitative assessment of band intensities of WBs in **C** using the NIH ImageJ software. Mean ± SEM. **p < 0.01, ***p < 0.001. **E** IF staining of Nogo-A (green) with DAPI (blue) in differentiated si-scrambled- or si-Nogo-A-transfected C2C12 cells. Scale bar = 20 µm. **F** Fusion index of differentiated si-scrambled- or si-Nogo-A-transfected C2C12 cells. Fusion index was calculated as the percentage of total nuclei incorporated in myotubes. **G** Hematoxylin/eosin staining of differentiated si-scrambled- or si-Nogo-A-transfected C2C12 cells. Scale bar = 200 µm. **H** Quantitative assessment of myofiber diameter based on evaluation of 20 diameters in five fields per group) in L. Mean ± SEM. *p < 0.05.

### Nogo-A localizes to cytoskeleton during myogenesis

As shown in Fig. 7A, mature muscles exhibited robust expression of MYH2 and Nogo-A, which were colocalized. Nogo-A belongs to the reticulon family and mainly resides in ER; Nogo-A has a known inhibitory role in neurite growth when it is expressed on cell membrane via binding its receptors on oligodendrocytes^14,20,21^. Interestingly, Nogo-A was not colocalized with calnexin, implying that ER is not a prominent location for Nogo-A during the growth and differentiation stages of C2C12 cells (Fig. 7B). Desmin, a muscle-specific intermediate filament, staining was significant around the nucleus during growth; however, differentiated C2C12 cells exhibited stretched cytoskeletal location of desmin which was colocalized with Nogo-A (Fig. 7C). Thus, Nogo-A might play a role during myogenesis by interacting with the cytoskeletal network.

**Fig. 7:**
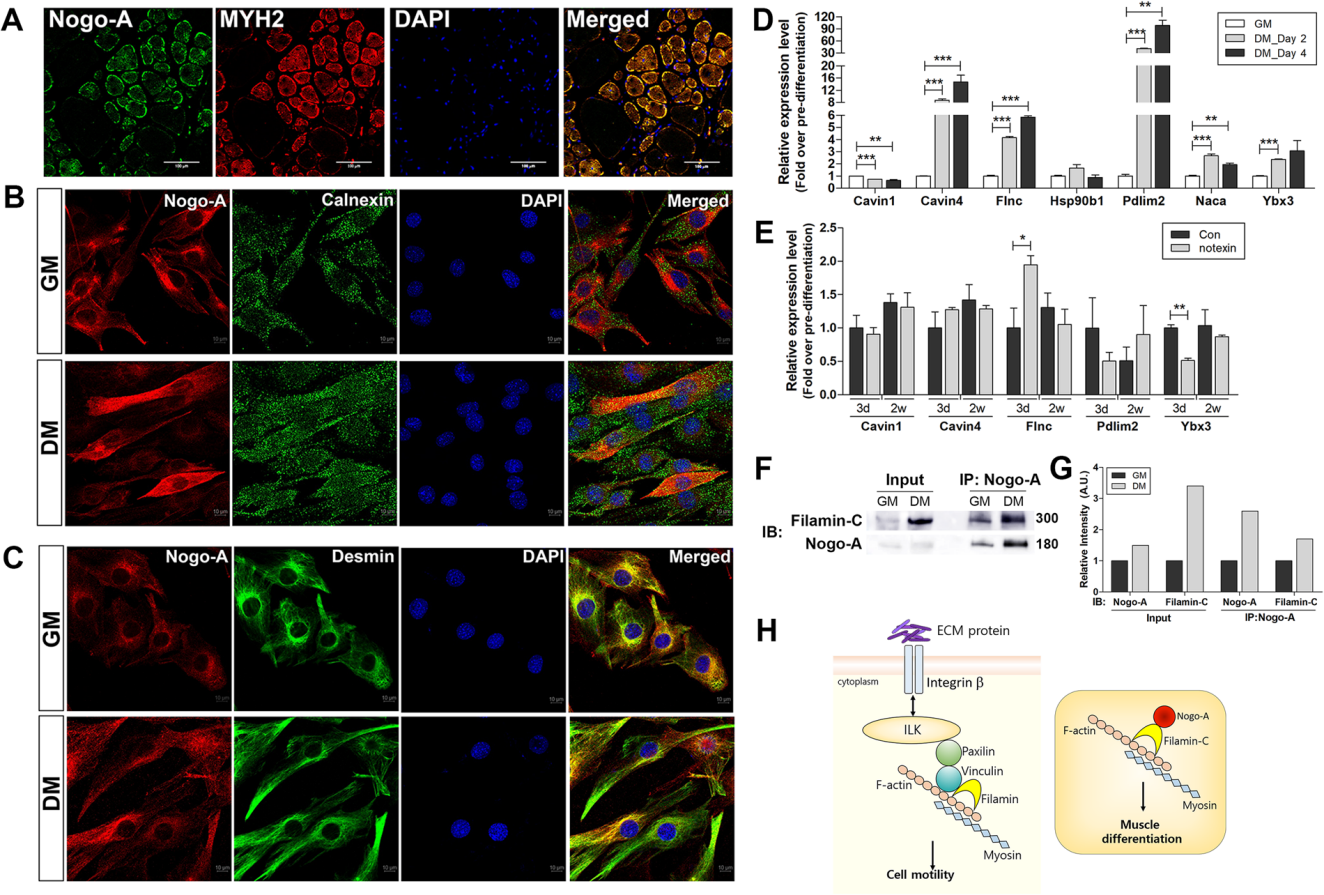
Location of Nogo-A in mature skeletal muscle and C2C12 myoblasts, and identification of Nogo-A interacting factors during differentiation. **A**–**C** Localization of Nogo-A in mature skeletal muscle and C2C12 myoblasts. **A** Isolated gastrocnemius muscles from 8-week-old C27BL/6 mouse were sectioned and stained for Nogo-A (green) and MYH2 (red). Scale bar = 100 µm. **B** IF staining of Nogo-A (red) and calnexin (ER protein, green) in growth-conditioned C2C12 cells. Scale bar = 10 µm. **C** IF staining of Nogo-A (red) and desmin (muscle-specific, type III intermediate filament, green) in differentiation-conditioned C2C12 cells. Scale bar = 10 µm. **D**–**F** Expression levels of Nogo-A-interacting molecules suggested by immunoprecipitation-mass spectrometry analysis of differentiated C2C12. qRT-PCR analysis of indicated genes in C2C12 cells cultured with DM for 2 or 4 days (**D**) and in muscles after 3 days or 2 weeks of notexin injury (**E**). **F** Immunoprecipitation with a Nogo-A-specific antibody was performed using lysates of C2C12 cells maintained in GM or DM for 4 days. WB analysis of indicated proteins in immunoprecipitated samples. Molecular weights (kDa) are indicated. **G** Quantitative assessment of band intensities of blots in **F** using the NIH ImageJ software. **H** Filamin-mediated cell motility regulation and proposed model of Nogo-A’s role in muscle differentiation via its interaction with filamin-C.

### Nogo-A activity in myogenesis occurs independently of its interaction with its cognate receptor

Nogo-A activity in the plasma membrane is induced via binding to the Nogo receptor NgR at the Nogo-66 region and S1PR2 at the Nogo-A-specific Δ20 region^34^. NgR is a common receptor bound by all three Nogo isoforms, whereas S1PR2 is specific to Nogo-A^35^. Thus, we explored the interaction between Nogo-A and S1PR2 in differentiated C2C12 cells to evaluate whether Nogo participates in myoblast differentiation in a membrane receptor-dependent manner. The expression of S1PR2 was not altered during differentiation and its interaction with Nogo-A was not observed in differentiated myoblasts (Fig. S3), indicating that Nogo-A functions in an S1PR2-independent manner in myoblast differentiation.

### Nogo-A interacts with several proteins involved in cell motility and cytoskeletal organization during myogenesis

Proteins common to both the cell lysates and samples immunoprecipitated with the Nogo-A-specific antibody were identified, and nonspecific proteins bound to the immunoglobulin G antibody were excluded to specify Nogo-A-interacting proteins. Finally, a list of interacting molecules categorized according to the differentiation state of cells was obtained by comparing Nogo-A-specific proteins between C2C12 cells in DM and those in GM (Table S5). The subcellular location of the listed molecules varied and included extracellular matrix, plasma membrane, cytoskeleton, cytoplasm, ER, mitochondrion, and nucleus. Analysis of the canonical pathways involving the Nogo-A-binding proteins revealed a significant correlation between signaling pathways regulating cell motility and cytoskeletal organization and the Nogo-A binding proteins (Table S6 and Fig. S4).

To elucidate the role of Nogo-A-binding proteins in myogenesis, we selected several molecules, including *Cavin1*, *Cavin4*, *Flnc*, *Pdlim2*, *Hsp90b1*, *Naca*, and *Ybx3*, which locate to the ER or cytoskeleton. During C2C12 differentiation, the expression levels of *Cavin4*, *Flnc*, *Pdlim2*, and *Ybx3* were increased whereas that of *Cavin1* was reduced (Fig. 7D). The levels of upregulated molecules during myoblast differentiation were evaluated in notexin-injured muscles, showing that *Flnc* was increased at 3 days post injury (Fig. 7E).

Finally, we evaluated the interaction between Nogo-A and filamin-C, the product of *Flnc*, during myogenesis by Nogo-A-specific antibody-mediated immunoprecipitation. C2C12 cells in DM showed significantly elevated levels of filamin-C and Nogo-A, and the interaction between the two proteins was enhanced compared to that in C2C12 cells in GM (Fig. 7F, G). Insignificant alteration of filamin-C in Nogo-A-silenced C2C12 cells (Fig. S5) suggests that defective myogenesis of Nogo-A-silenced cells (Fig. 6E–H) was independent with the level filamin-C and resulted from the lack of interaction with Nogo-A. Thus, in addition to its known role in cell motility via binding to F-actin and vinculin in the integrin-linked kinase (ILK) signaling pathway, our results suggest that filamin-C also plays a role in muscle differentiation via its interaction with Nogo-A (Fig. 7H, Fig. S4, and Table S6).

## Discussion

Muscles in patients with ALS show enhanced Nogo-A expression, suggesting that Nogo-A might be a disease marker^36^. However, a link between Nogo and pathophysiological conditions in skeletal muscle disorders has not yet been established.

In the present study, muscles under pathological conditions including DMD and mouse myopathy models, such as *mdx*, acute damage induced by myotoxic notexin injection, and chronic muscle damage from liver dysfunction, not only showed altered expression of myogenic factors but also consistently displayed upregulated Nogo-A and downregulated Nogo-C (Figs. 1B and 2A, E, G).

To enhance our understanding of the role of Nogo in muscle function, we analyzed normal and damaged Nogo^−/−^ muscles and found augmented inflammation under normal conditions and defective regeneration following damage in the Nogo^−/−^ muscles (Fig. 3A). Interestingly, the absence of Nogo upregulated the expression of genes involved in fat differentiation and downregulated the expression of those modulating skeletal muscle differentiation (Fig. 3B, D). Muscle regeneration is essential for maintaining muscle function after damage, and improper substitution of fat for new muscle during muscle regeneration leads to a decline in muscle integrity^37^. Muscle homeostasis is maintained via the regulation of muscle protein metabolism^38^ and might be affected by not only nutrient intake and exercise but also circadian rhythm factors^39^. Circadian rhythm is regulated via the circadian clock system located in the suprachiasmatic nucleus of anterior hypothalamus responding to environmental stimuli, including light and diet^40^. Mammals regulate the physiological functions of peripheral tissues, including skeletal muscle, via the peripheral circadian clock^41^. Surprisingly, the Nogo^−/−^ muscles showed significantly altered expression of circadian clock genes (Fig. 3F, G), but our current knowledge on the role of Nogo in circadian clock regulation is limited. Studies showing that Nogo-A-deficient transgenic rats have altered circadian activity patterns suggest a role for Nogo-A in circadian clock maintenance^42^. Therefore, dysregulated circadian clock gene expression in Nogo^−/−^ muscle may lead to defective muscle homeostasis and regeneration (Fig. 3). Previous analysis of the circadian transcriptome in mouse skeletal muscle revealed that genes essential for muscle function, including *Myod*, *Atrogin*-*1*, and *Murf-1*, were subject to circadian regulation^43^. In addition, Dyar et al.^44^ suggested the involvement of the circadian clock in energy homeostasis and lipid metabolism in skeletal muscle. CLOCK, encoded by *CLOCK* (circadian locomotor output cycles kaput), and BMAL1 (brain and muscle ARNT-like 1) are major components of the circadian machinery and regulate the expression of other clock genes including *CRY1*, *CYR2*, *PER1*, and *PER2*, after the formation of a heterodimer^40,45^. In the present study, the Nogo^−/−^ muscles exhibited downregulated levels of *Clock* and *Bmal1*, and abrogated expression of the components of the PER/CRY complex that inhibits the CLOCK-BAML1 complex, such as *Per1*, *Per2*, *Per3*, *Cry1*, and *Cry2* (Fig. 3F). In addition, the expression of *Bhlhe40*, another inhibitor of the CLOCK-BAML1 complex, was increased in the Nogo^−/−^ muscles, resulting in the upregulation in expression levels of *Cebpa* and *Cebpb*, which participate in adipogenesis. These results suggest that Nogo is critical in regulating circadian rhythm and that the absence of Nogo in muscle contributes to the enhanced expression of genes involved in fat deposition in muscle tissue (Fig. 3B, D, H).

Skeletal muscle expresses all three Nogo transcript variants, and the pathological conditions evaluated in the present study exhibited significant increases in Nogo-A and significant decreases in Nogo-C (Figs. 1B and 2A, E, G). During C2C12 myoblast differentiation, the expression levels of both Nogo-A and Nogo-C were significantly increased (Fig. 6A). Based on previous studies showing that Nogo-C acts as an apoptosis inducer in cardiac muscle following myocardial infarction^46^, damaged muscles might facilitate muscle regeneration by restricting the pro-apoptotic function of Nogo-C.

Muscle regeneration begins with the activation of satellite cells and results in myotube formation, which is mediated by serial expression of myogenic factors including Pax7, MyoD, and myogenin. Nogo-A tended to increase in parallel with other myogenic factors in myoblast myocyte differentiation into myotubes (Fig. 4A–C), and pathological conditions requiring myogenesis induced Nogo-A expression (Figs. 1B, D and 2A, C–E, G). Accordingly, we assessed if Nogo-A was a potent myogenesis regulator during muscle differentiation and found that silenced Nogo-A resulted in attenuation of C2C12 differentiation with a minimal effect on MyoD and myogenin (Fig. 6).

Therefore, the levels of predicted TFs were evaluated to determine potential regulators of Nogo-A expression, and ERRγ showed the most significant increases during myoblast differentiation (Fig. 5A, Table S4, and Fig. S2). We previously reported ERRγ as a key to myogenesis^33^ and observed that myopathic muscles increased ERRγ expression in the present study (Fig. 5B, C). This study suggests the contribution of ERRγ to Nogo-A expression in C2C12 cells by showing that silenced ERRγ downregulated Nogo-A expression (Fig. 5D).

We additionally uncovered that cytoskeleton is the predominant location of Nogo-A in myogenesis (Fig. 7B, C) and identified candidates interacting with Nogo-A during myogenesis by immunoprecipitation-mass spectrometry analysis (Table S5). Filamin-C was one of the Nogo-A interacting molecules with a known location in the cytoskeleton and its level was significantly elevated during C2C12 differentiation (Fig. 7D). Filamin-C is a muscle-specific filamin, a class of actin-binding proteins, and functions via interacting with transmembrane proteins such as δ- and γ-sarcoglycan^47^. Mutated filamin-C causes filaminopathy characterized by proximal muscle weakness due to defective myofibrils and abnormally aggregated proteins in muscle fibers^48^, and lack of filamin-C results in defective myogenesis and myotube formation^49^. The filamin-C and Nogo-A levels were increased during C2C12 differentiation, and the interaction between Nogo-A and filamin-C was also enhanced (Fig. 7F, G). Filamin-C functions via interacting with vinculin and F-actin within the ILK signaling pathway inducing cell motility (Fig. 7H and Table S6). Cytoskeletal reorganization is a pivotal process for completion of myogenesis^50^. The analyzed pathways associated with Nogo-A-interacting proteins support that Nogo-A plays a role in cellular motility and cytoskeletal organization via MYLs (Table S6 and Fig. S4). Especially, the increased interaction between Nogo-A and filamin-C during myogenesis indicates that Nogo-A involves in myogenesis by participating in cytoskeletal rearrangement (Fig. 7H). Besides, the defective myogenesis by the abrogation of Nogo-A without the alteration of the filamin-C level (Fig. S5) suggests the critical role of Nogo-A in the cytoskeletal organization during myogenesis.

In conclusion, our findings suggest that Nogo plays a pivotal role in maintaining muscle homeostasis by its involvement in the modulation of lipid metabolism, muscle cell differentiation, and circadian rhythm-related factors. Although the role of Nogo in circadian rhythm regulation remains elusive, our results suggest the novel function of Nogo in regulating muscle circadian clock genes, which might be affected by circadian rhythm determined in the suprachiasmatic nucleus. The dysregulated circadian clock appear to be contributing to abnormal muscle homeostasis in Nogo^−/−^ muscle. Furthermore, in muscles undergoing regeneration under pathological conditions, an increase in Nogo-A participates in the regenerative process by modulating myogenesis via its interaction with filamin-C.

## Materials and methods

### Patient samples

Skeletal muscle slices and tissue fragments were obtained from patients at Pusan National University Yangsan Hospital in Yangsan, Republic of Korea (Institutional Review Board No. 05-2018-045), and Yonsei University College of Medicine in Seoul, Republic of Korea (Institutional Review Board No. 3-2018-0060), after obtaining approval from the Medical School Ethics Committee. Muscle biopsies were obtained from five age-matched healthy patients as the control group (Table 1).

**Table 1:** Information on patients with myopathy and normal subjects.

#	Sex	Age (years)	Clinical diagnosis	#	Sex	Age (years)	Clinical diagnosis
D1	M	5	Inflammatory myopathy	N1	F	42	Normal
D2	M	5.6	Inflammatory myopathy	N2	F	26	Normal
D3	M	1.83	DMD (exon 45 deletion)	N3	F	41	Normal
D4	M	5.1	Inflammatory myopathy	N4	F	18	Normal
D5	M	2	Dysferlinopathy	N5	F	1.5	Normal
D6	F	81	Inflammatory myopathy				
D7	F	46	Inflammatory myopathy				
D8	F	57	Inflammatory myopathy				
D9	M	15	DMD (exon 45–52 deletion)				
D10	M	20	DMD (exon 50 deletion)				

### Animal models

All mice were housed under appropriate conditions with a 12 h light/12 h dark cycle and access to water ad libitum in accordance with Kyungpook National University animal facility regulations. For experiments modeling DMD, 12-week-old male WT (C57BL/10J) and *mdx* mice (C57BL/10ScSn-Dmdmdx/J) were utilized. The *mdx* mice were kindly provided by Jacques P. Tremblay (CHUQ Research Center, Quebec City, Canada) and C57BL/10SnSlc mice were purchased from Japan SLC (Hamamatsu, Japan), as previously described^51^. Nogo^−/−^ mice, previously described^52^, were generously provided by Binhai Zheng (University of California, San Diego, CA, USA). Animal experiments and protocols above were approved by the Institutional Animal Use and Care Committee of Kyungpook National University in Daegu, Republic of Korea (KNU 2014-0167, KNU 2018-0105), and conformed to the policies and guidelines of the National Institutes of Health (NIH). The intragastric (iG) ethanol feeding model was provided by the Animal Core Tissue Sharing Program at the NIAAA-funded Southern California Research Center for ALPD and Cirrhosis (P50AA011999).

### Mouse model of muscle abnormality

#### Notexin-induced muscle injury model

For notexin-induced muscle injury, 8-week-old male WT (C57BL/6 J, Nogo^+/+^, *n* = 5) and Nogo KO (Nogo^−/−^, *n* = 5) mice were intramuscularly injected with notexin (500 ng/mL in phosphate-buffered saline (PBS); Latoxan) as a single dose of 50 μL into the gastrocnemius muscle. Mice were killed at 8 days post injection and gastrocnemius muscles were collected as previously described^53^.

#### ALD mouse model

The previously described mouse model of ALD (HCFD + Alc + Binge)^54^ includes 2 weeks of feeding with a Western diet to produce peak fibrogenic response in liver, 1 week for iG surgery and recovery, and 8 weeks on weekly HCFD/alcohol hybrid binges for a total of 11 weeks.

#### Cell culture and myogenic differentiation

C2C12 myoblast cells, an immortalized mouse myoblast cell line, were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Corning, #10-013-CUR) supplemented with 10% fetal bovine serum (Corning, #35-015-CU) and 100 U/mL penicillin–streptomycin (Gibo-BRL, #15140122) in a humidified atmosphere containing 5% CO_2_ at 37 °C. To induce myotube differentiation, cells were washed with PBS and cultured with DM (DMEM containing 2% horse serum [Gibco-BRL, #16050-122] and 100 U/mL penicillin–streptomycin). iMSCs were developed from mouse embryonic fibroblasts and sort-iMSCs were obtained by sorting iMSCs with stem cell markers including CD106 (Pharmingen, #01812D) and α7 integrin (Santa Cruz, sc-50431), as previously described^33^.

### Preparation and staining of frozen muscle tissue sections and cells

#### Preparation of muscle tissue sections

Muscle tissues were fixed in 4% paraformaldehyde (Sigma) in PBS for 24 h and immersed in gradient sucrose solutions (30% and 35%) in PBS for 6 and 16 h, respectively. To prepare muscle cryoblocks, tissues were blocked in OCT compound (Leica, #3801480), stored at −70 °C, sectioned into 4–5 μm slices with a Leica cryostat, mounted on slides, and dried under room air for 30 min. Prepared sections were kept at −70 °C until staining. Muscle paraffin blocks were prepared following dehydration of the tissues with an ethanol series, embedding in paraffin, and sectioning at 4 μm-thick slices with a Leica rotary microtome.

#### Hematoxylin/eosin staining of muscle sections

Histopathologic evaluation was performed on sections stained by routine hematoxylin/eosin staining. Cryosectioned muscle tissues were rehydrated with PBS and paraffin-embedded sections were rehydrated by immersing in ethanol. After rinsing with H_2_O, tissues were stained in hematoxylin solution for 5 min, washed with H_2_O, and counter-stained with eosin. Mounting was followed by dehydration with xylene and images were captured in digital format using a Leica DM5000B microscope.

#### Immunofluorescence staining of muscle sections

Prepared sections were rehydrated in PBS, boiled in 10 mM citric acid buffer (pH 6.0) at 95 °C for 10 min to unmask antigens, cooled down at room temperature for 30 min, washed with PBS, and permeabilized with 0.1% Triton-X (Sigma-Aldrich, #9002-93-1) in PBS for 5 min. Next, the sections were blocked with 5% donkey serum in PBS for 1 h and incubated with a cocktail primary antibodies in blocking buffer for overnight at 4 °C. After washing with PBS, a cocktail of fluorescence-conjugated secondary antibodies (Goat anti-rabbit-IgG Alexa Flour555-conjugated, Abcam, ab150078; Goat anti-mouse-IgG Alexa Flour488-conjugated, Abcam, an150114; Goat anti-mouse-IgG Alexa Fluor594-conjugated, Thermo Fisher, A-11005; Goat anti-rabbit-IgG FITC-conjugated, Abcam, ab6717) were allowed to bind for 1 h at room temperature. After washing with PBS, the sections were mounted using antifade mounting solution with DAPI (Cell Signaling, #8961) and images were captured using a confocal laser scanning microscope (LSM700; Carl Zeiss).

#### Immunofluorescence staining of cells

After the removal of culture medium, cells were washed with PBS and fixed with 4% paraformaldehyde for 10 min. The cells were permeabilized by incubation in ice-cold methanol for 10 min and were washed with PBS. Next, the cells were blocked using 5% donkey serum in PBS, incubated in a cocktail of primary antibodies diluted in blocking solution overnight at 4 °C, and incubated in a cocktail of fluorescence-conjugated secondary antibodies for 1 h. Coverslips were mounted with an antifade mounting solution containing DAPI and images were captured with a confocal laser scanning microscope.

#### siRNA transfection

Gene silencing was achieved by transfection of specific siRNAs against Nogo-A and ERRγ in C2C12 myoblast cells. siRNAs for mouse Nogo-A (si-Nogo-A) and mouse ERRγ (si-ERR) were chemically synthesized (Bioneer, Table 2), and premade negative control siRNA (si-scrambled, Bioneer, SN-1011) were purchased. C2C12 cells were plated on six-well plates at 1 × 10^5^ cells per well, cultured to 40% confluency, and incubated with culture medium without antibiotics for 2 h before transfection. Lipofectamine 2000^®^ reagent (1 : 100, Invitrogen, #11668027) and siRNAs (50 nM) were diluted in Opti-MEM (Thermo Fisher Scientific, #31985062) according to the manufacturer’s instructions and the mixture was added to culture medium for 6 h. After removing the siRNA mixture from the culture medium, the cells were cultured with GM for 2 days. Next, the medium was changed to DM to induce myoblast differentiation over 3 days.

**Table 2:** Sequences of siRNA.

Mouse siRNA	Sequence (5′→3′)
Sense siRNA-ERRγ	CCU CUG AUU GUA UGG AAC AUU UCU U
Antisense siRNA-ERRγ	AAG AAA UGU UCC AUA CAA UCA GAG G
Sense siRNA Nogo-A	CAA AGA GGA UUU AGU UUG UAG UGC A
Antisense siRNA Nogo-A	UGC ACU ACA AAC UAA AUC CUC UUU G

### RNA isolation and quantitative PCR analysis

#### RNA isolation

Total RNA was isolated from cells and muscle tissues of mice and human samples using TRIzol^®^ reagent (Invitrogen), according to the manufacturer’s instructions.

#### Quantitative RT-PCR

cDNA was synthesized from 2 µg total RNA using Maxima First Strand cDNA synthesis kit for RT-qPCR (Thermo Fisher Scientific), according to the manufacturer’s instructions. The gene expression levels were analyzed by quantitative reverse-transcription PCR using SYBR Green (TOPreal qPCR premix, Enzynomics) and a Rotor-Gene Q instrument (Qiagen) or Bio-Rad CFX Connect Real-Time System (Bio-Rad). The expression levels of gene transcripts were normalized to *GAPDH* (human) or *18S rRNA* (mouse), and the results were evaluated by the Rotor-Gene Q series software (Qiagen) or Bio-rad CFX Maestro (Bio-Rad).

### Protein extraction and protein detection

#### Muscle protein extraction

Muscles from humans and mice were lysed with lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 5 mM Na_3_VO_4_, 20 mM NaF, 10 mM sodium pyrophosphate, protease inhibitor cocktail [Roche, #04693132001], 1 mM phenylmethylsulfonyl fluoride (PMSF) [Generay Biotech, #0754-PMSF], 1% Triton-X, and 0.1% SDS [Biosesang, #S2003]) and homogenized using a homogenizer. After centrifugation (15,000 × *g* for 15 min at 4 °C) to remove debris, total protein concentration of the supernatants was determined with the Pierce BCA protein assay kit (Thermo Scientific, #K1672).

#### Cell protein extraction for western blotting

Cells in 6-well plates were rinsed with PBS and lysed with 200 µL cell lysis buffer (1× RIPA buffer [Cell Signaling, #9806], 1 mM PMSF, and protease inhibitor cocktail). The lysates were incubated at 4 °C with rocking for 30 min to facilitate protein extraction. After centrifugation (15,000 × *g* for 15 min at 4 °C) to remove debris, total protein concentration of the supernatants was determined with the BCA protein assay kit.

#### Western blotting

Protein concentrations of the samples were adjusted to 2–3 µg/µL, which were mixed with an appropriate volume of 5× SDS loading buffer, boiled, and electrophoresed on SDS polyacrylamide gels (10% or 12%). The separated proteins were transferred to nitrocellulose membranes (0.2 µm pore size; Amersham), stained with ponceau solution (Translab, TLP-113), washed with H_2_O, and incubated in blocking buffer (1% bovine serumalbumin in Tris-buffered saline containing 0.1% Tween 20) for 1 h. The membranes were incubated with primary antibodies (anti-Nogo-A, Abcam, #ab62024; anti-MyoD, Santa Cruz, #sc-32758; anti-Myogenin, Santa Cruz, #sc-12732; anti-Pax7, Santa Cruz, #81975; anti-S1PR2, Proteintech, #21180-a-AP) diluted to 1 : 1000 in blocking buffer overnight at 4 °C, followed by incubation with appropriate secondary horseradish peroxidase-conjugated antibodies for 1.5 h. The protein levels were determined by visualization with ECL reagent (Thermo Fisher Scientific, #34076). The bands were imaged with a chemiluminescence imager (Amersham) and band intensities were analyzed using the NIH ImageJ software.

#### Enzyme-linked immunosorbent assay

Isolated muscles were transferred to the ProEX CETi lysis buffer (Translab, TLP-121CETi) and homogenized with a homogenizer, and the supernatants were collected after centrifugation at 15,000 × *g* for 15 min at 4 °C. The amount of IL-6 was measured using a Mouse IL-6 Platinum ELISA kit (Invitrogen, KMC0061), according to the manufacturer’s instructions.

#### Immunoprecipitation with Nogo-A or S1PR2 antibody

The lysed cells in lysis buffer (500 µL/100 mm culture dish; 15 mM HEPES, 145 mM NaCl, 10 mM EDTA, 0.1 mM MgCl_2_, 2 mM Na_3_VO_4_, 2% Triton-X, protease inhibitor cocktail, 1 mM PMSF). The cell lysates (1000 µg total protein) were precleared with protein A-coated agarose beads (Cell Signaling, #9863) or protein G-coated Dynabeads^®^ (Invitrogen, #10003D) for 1 h at 4 °C and immunoprecipitated with 5 µg Nogo-A antibody (Abcam, #ab62024) or 2 µg of S1PR2 antibody (Proteintech, #21180-a-AP) overnight at 4 °C with rotation. Immune complexes were collected by incubation with agarose beads Dynabeads for 3 h at 4 °C with rotation, respectively. The collected beads were washed with lysis buffer and boiled after adding 1× SDS loading buffer. Western blotting was performed to detect Nogo-A, filamin-C, and S1PR2 with control lysates containing 100 µg total protein and 30 µL immunoprecipitated samples under reducing conditions.

### RNA sequencing and network analysis

#### mRNA sequencing and data analysis

Total RNA was isolated from the gastrocnemius muscle tissues of Nogo^+/+^ and Nogo^−/−^ mice (three biological replicates per group) using the RNeasy mini kit (Qiagen). mRNA was isolated from total RNA and fragmented using the Illumina Truseq™ Stranded mRNA LT sample prep kit, and reverse transcription of the mRNA fragments was performed using Superscript III reverse transcriptase (Life Technologies). Adaptor-ligated libraries were generated according to the manufacturer’s protocol and sequenced using a HiSeq 2500 system. To preprocess read sequence data, adaptor sequences (TruSeq universal and indexed adapters) were trimmed by *cutadapt*. The trimmed data were aligned to the reference mouse genome (GRCm38.p6) using the STAR aligner^55^ and quantified to the gene features (GRCm38.95.gtf) in fragments per kilobase of transcript per million fragments of mapped values (FPKM) using the Cufflinks software.

#### Identification of DEGs

An expressed gene was defined as that with an FPKM ≥ 1 for at least one of the six samples. For these expressed genes, log_2_(FPKM) values were normalized using the quantile normalization method^56^. To identify DEGs among the expressed genes, their combined adjusted *p*-values were calculated as previously described^57^. In brief, for each gene, we first calculated the *t*-statistic using Student’s *t*-test and the log_2_-median ratio test (log_2_ fold change) by comparing log_2_(FPKM) values between the Nogo^+/+^ and Nogo^−/−^ samples. We then generated empirical KO distributions of *t*-statistic values and log_2_ fold changes by randomly permuting the 6 samples 1000 times. Based on two empirical KO distributions for each gene, we computed adjusted *p*-values for the Student’s *t*-test and the median ratio test, and combined these adjusted *p*-values using Stouffer’s method. Genes with combined adjusted *p*-values < 0.05 and log_2_ fold changes larger than the cutoff (absolute mean of 2.5th and 97.5th percentile values from the empirical distribution of log_2_ fold changes; 1.3 fold change) were selected as DEGs.

#### Functional enrichment analysis

To identify cellular processes and pathways represented by the selected DEGs, we performed enrichment analysis of GOBPs and GOMFs, and determined KEGG pathways using the DAVID software. The GO terms and KEGG pathways with *p*-values < 0.05 were defined as being enriched by the DEGs.

#### Identification of key TFs

To identify major TFs responsible for the DEGs, we first collected TF-target information from TRED, Amadeus, HTRIdb, MSigDB, EEDB, bZIPDB, and MetaCore™ (GeneGo, St. Joseph, MI, USA). Human TF-target relationships were converted into mouse TF-target relationships using MGI human-mouse homolog mapping. Using these TF-target relationships, we finally selected major TFs that regulated a significant (*p* < 0.05) number of DEGs (at least five) based on Fisher’s exact test.

#### Network analysis

To build a network model describing the effect of Nogo on muscular dystrophy or cell differentiation, we first selected DEGs involved in the GOBPs and GOMFs, as well as the KEGG pathways related to these processes. We then collected the data on protein–protein interactions for these selected DEGs from the following protein–protein interactome databases: BioGrid, ConcensusPathDB, DIP, HitPredict, IntAct, MINT, and STRING. Using the information on the protein–protein interactions for the selected DEGs, we constructed a network model using *Cytoscape* and arranged the nodes according to the pathway information from the KEGG pathway database.

### Immunoprecipitation-mass spectrometry analysis

#### Sample preparation and analysis with liquid chromatography linked to tandem mass spectrometry

Immunoprecipitation with Nogo-A was conducted using MS-Compatible Magnetic IP Kit (Thermo Scientific, #90409). Protein concentrations of immunoprecipitated samples were determined by the BCA protein assay kit. Proteins were reduced with 10 mM DL-Dithiothreitol at 56 °C and alkylated with 50 mM iodoacetamide (Sigma-Aldrich, I1149) in the dark at room temperature. Next, the proteins were diluted to 100 mM with ammonium bicarbonate (Sigma, A6141), followed by the addition of trypsin (Promega) at an enzyme:protein ratio of 1:50 and incubation overnight at 37 °C. After digestion, the samples were acidified with 10% trifluoroacetic acid (TFA, Pierce, #28904), and desalted on a tC18 plate. The tC18 plate was prepared by activation with 0.1% TFA and 80% acetonitrile (Macron, Avantor Performance Materials, MK-H076-10), and equilibration with 0.1% TFA. Tryptic peptides were loaded on the plate and washed three times with 0.1% TFA. The peptides were eluted with 0.1% TFA and 80% acetonitrile (ACN), and lyophilized by vacuum centrifugation.

Approximately 1 µg of the peptides were loaded and captured on EASY-Spray^TM^ LC column (PepMapTM RSLC C18, 2 µm, 100 Å, 50 µm × 15 cm) and gradient-eluted into a Q-Exactive PLUS mass spectrometer (Thermo Scientific) using a 40 min organic gradient (5–40% B, *A* = 0.1% formic acid (FA), *B* = ACN with 0.1% FA). The electrospray voltage was set at 2.2 kV. The Q-Exactive PLUS was programmed to operate in a data-dependent mode such that the 20 most abundant precursors in each MS scan (AGC target, 3E6; maximum fill time, 100 ms; and resolution, 70 K) were subjected to higher-energy collisional dissociation (HCD) (isolation, 1.7 Da; normalized collision energy, 27%; resolution, 7.5 K; AGC target, 1E5; maximum injection, 50 ms, and intensity threshold, 1.6E5). Dynamic exclusion was enabled with a repeat count of 1 and exclusion duration of 30 s.

#### Processing of mass spectrometry data

Native RAW data files from the Q-Exactive PLUS mass spectrometer were processed using Proteome Discoverer v3.0. All data were searched against a forward-reverse mouse database assembled from the SWISSPROT database. For de-isotoped HCD spectra, the precursor mass tolerance was set to 10 ppm and the MS/MS fragment ion tolerance was set to 0.02 Da. Search parameters included trypsin specificity, with a maximum of two missed cleavages, fixed carbamidomethylation of Cys (C, + 57 Da), and variable oxidation on Met (M, + 16 Da). Reported peptide sequences were filtered based on a 1% false discovery rate.

The proteins identified to interact with Nogo-A were analyzed with the ingenuity pathways analysis program (Qiagen, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis), to evaluate pathways in which the differentiation state-specific Nogo-A-interacting proteins were involved. Proteins in the proteomic data were mapped to corresponding gene objects in the ingenuity pathways knowledge base. Scores were derived from the *p*-value of the test and indicated the likelihood of the mapped genes in a network being found together due to random chance (score, −log_10_p).

### Prediction of TFs regulating Nogo expression

To predict TFs that potentially regulate Nogo expression, the TF-binding site sequence of Nogo (ENSMUSR00000513840) was obtained from the Ensembl database and analyzed via the JASPAR database. Predicted factors were listed based on a relative score of >0.9.

### Statistical analysis

Statistical differences between control and experimental samples were evaluated using unpaired Student’s *t*-test (two-tailed). All results were expressed as means ± SEM. *P*-values < 0.05 were considered to indicate statistical significance.

## Supplementary information

Supplemental material legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6. Graphical Abstract

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

# Supplementary material for: Nogo-A regulates myogenesis via interacting with Filamin-C
**Source:** Cell Death Discov. 2021 Jan 6;7:1. doi: 10.1038/s41420-020-00384-x
**Supplement:** Supplementary file 1 — Supplemental material legends

**Supplemental Materials**

**Figure S1. Related to Figure 2. Development of the mouse model for ALD by feeding with a diet of HCFD and alcohol**

**(A)** Hepatomegaly was assessed by measuring the ratio of liver weight (LW) to body weight (BW) (control, n = 6; ALD, n = 9). Mean ± SEM. ****p* < 0.001. **(B)** Hepatic macro- and microvesicular steatosis (control, n = 6; ALD, n = 9). Mean ± SEM. ****p* < 0.001. **(C)** Plasma levels of ALT and AST (control, n = 6; ALD, n = 9). Mean ± SEM. ***p* < 0.05.

**Figure S2. Related to Figure 5. The expression of predicted TFs involved in Nogo-A expression**

qRT-PCR analysis of specific TFs in differentiated C2C12 cells. Mean ± SEM. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

**Figure S3. Related to Figure 7. Absence of the interaction between Nogo-A and S1PR2 in C2C12 cells**

Immunoprecipitation with S1PR2-specific antibody was performed using C2C12 cell lysates in a pre-differentiated (cultured in GM) or differentiated (cultured in DM for three days) state. Input, total lysate control; IP, S1PR2 antibody-bound sample. WB analysis of the immunoprecipitated samples for indicated proteins.

**Figure S4. Related to Figure 7 and Table S5. ILK signaling pathway of muscle function involving Nogo-A-binding proteins**

**Figure S5. Insignificant effect of Nogo-A-silencing on the level of Filamin-C during differentiation of C2C12 cells**

Expression of Nogo-A in C2C12 myoblast was silenced using si-Nogo-A, and myoblast differentiation was induced by DM for three days. The level of Nogo-A and Filamin-C in differentiated Nogo-A-silenced cells by WB analysis (n = 2/group).

**Figure S6. Graphical Abstract.**

Nogo deficiency results in a dystrophic muscle phenotype and the dysregulation of muscle circadian clock components, including BMAL1, NPAS2, and CLOCK, implicating a role for Nogo in myogenesis and lipid storage. Myoblasts expressing Nogo-A undergo a well-organized myotube differentiation process in the presence of an interaction between Nogo-A and filamin-C. Conversely, Nogo-deficient myoblasts exhibit defective myogenesis, which results in impaired muscle homeostasis including dysregulated myogenesis and increased fat deposition.

**Table S1. Related to Figure 3. DEGs between Nogo^−/−^ and Nogo^+/+^ mice**

A total of 703 DEGs were altered in the Nogo^−/−^ mice compared to the Nogo^+/+^ mice. Ensembl IDs, Entrez IDs, Gene symbols, muscle markers, and FPKM values for each sample are shown. For each group, the DEG columns show which genes are DEGs (1, upregulated; −1, downregulated). FC columns show log_2_ fold changes between the Nogo^−/−^ and Nogo^+/+^ mice.

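Table S1 sets out the filter and the values behind these comparisons gene by gene. The part read here is the first 1523 of its 12327 rows, and 24 of the 47 genes that the paper names for these muscles are in it. All 1523 genes are also in the deposited table, with the same FPKM in every library. Only the FPKM of the deposited table entered the tests. Its fold change is the difference of the group medians on the log2 scale, whereas the log2 fold changes given here beside the results are differences of group means from limma. Of the 1523 rows, the table marks 208 as up and 147 as down, and as the copy is only a part no overlap with it was tested.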

**Table S2. Related to Figure 3. Results of functional enrichment analysis by DAVID**

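Table S2 gives, for the genes called up and down separately, each Gene Ontology term or KEGG pathway that DAVID found over-represented, with the number of called genes in it, a p-value and the genes as Entrez identifiers. A p-value of this kind asks whether a term holds more called genes than a random draw from the background would, so it depends on which genes were called and does not measure how far any of them moved. The first 1998 of the 7105 rows were read here, and the genes of the terms shown in Fig. 3 were taken from them. A gene can stand in several terms at once, as *Pparg* does in brown fat cell differentiation, white fat cell differentiation and the PPAR signaling pathway.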

For each term from the KEGG pathway, GOBP, and GOMF in up- and down-regulated genes, total number of genes, *p* values, and gene lists are shown.

**Table S3. Related to Figure 3. Results of TF enrichment analysis**

For each TF, number of TFs targeting DEGs, *p* values based on Fisher’s exact test, and gene lists are shown.

**Table S4. Related to Figure 5. Prediction of TFs involved in Nogo-A expression**

TF binding sites on *Nogo-A* were analyzed using the JASPAR database (http://jaspar.genereg.net/), and TFs with a relative score greater than 0.9 were selected.

**Table S5. Related to Figure 7. Nogo-A-binding proteins during C2C12 myoblast differentiation**

Nogo-A-binding proteins in proliferating or differentiated C2C12 cells were analyzed by immunoprecipitation-mass spectrometry with a Nogo-A-specific antibody. List shows differentiated cell-specific Nogo-A binding proteins.

**Table S6. Related to Figure 7. Signaling pathway related to Nogo-A-binding proteins**

Signaling pathway implicated in muscle homeostasis in which Nogo-A-binding proteins (Table S5) are involved.

How the deposited data were processed for this re-analysis (not part of the article)

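RNA sequencing of gastrocnemius muscle from 3 Nogo+/+ and 3 Nogo-/- mice was analyzed from the authors' processed values. According to the paper's methods and the submitters' processing notes, the authors prepared stranded mRNA libraries, sequenced them on a HiSeq 2500, processed the output with CASAVA 1.8.2, trimmed adapters with cutadapt 1.4.2, aligned the reads with STAR 2.6.1 to GRCm38.p6 and quantified genes with Cufflinks 2.2.1. The authors deposited FPKM per gene and library for genes with an FPKM of at least 1 in at least 1 of the 6 samples. These FPKM were used for the levels given beside the genes and, as log2(FPKM + 1) after quantile normalization of the FPKM here over the 12353 genes, for every test. The table also holds 6 columns of normalized log2 values from the authors, which enter no value given here. The comparison was first made on those columns and then repeated, with no other choice changed, on the values normalized here (a near-identical normalization had been run as an alternative after seeing the data), because the columns of the table carry no replicate number and 2 sets of columns could not be matched to one another within a group. For the same reason the groups were compared without pairing. On the authors' columns the changed genes were closer to an even balance of higher and lower, and *Id3* passed in limma with an adjusted p just under the threshold. FPKM are not counts, so no test for counts was run.

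The depth was recovered from the FPKM of genes with a single transcript, whose low values are whole multiples of the value of 1 fragment. It came to about 13517000 to 14443000 fragments per Nogo+/+ library (median 13812000) and about 13776000 to 14482000 per Nogo-/- library (median 13887000), with at least 93.9% of the values within 0.1 of a whole number. A gene with an FPKM near 1 and a short transcript thus rests on few fragments, and its value is less certain than that of an abundant gene. Gene symbols and coordinates came from GENCODE M21 on GRCm38, matched by gene identifier for 12342 of 12353 genes. A total of 7 symbols are carried by 2 identifiers each, Nnt among them, and their values are given per identifier.

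Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on all 6 libraries with no covariates, with Benjamini-Hochberg adjustment over 12353 genes and a threshold of 0.05. The paper's procedure was followed as far as its methods and Table S1 describe it, with a Student statistic and a difference of medians for each gene, an empirical two-sided p for each from all genes and all 20 assignments of 3 libraries to a group pooled, and their combination by Stouffer's method, with a combined p under 0.05 and a fold change over 1.3. The methods name log2(FPKM) and distributions for each gene, whereas log2(FPKM + 1), as in the heading of Table S1, and the pooled distribution were used here. The combined p was not reproduced, with a median ratio of 0.515 to that in Table S1 over the 1523 genes at hand. The 43 fixed lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists, and 9, 0 and 10 of them passed. At an unadjusted p under 0.05, 3 lists passed with the estimated correlation. The 10 lists that fry called include the one that holds *Rtn4*, the knocked-out gene. Single values per mouse were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 mice against 3. Tables were handled in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9.

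Genes named in the text are every gene the paper names for these muscles in its results and Fig. 3D to 3F, the 10 genes with the largest rise and the 10 with the largest fall among those past the limma threshold with non-overlapping groups (leaving out predicted genes and pseudogenes), and up to 4 members with the smallest p of each list described. Members of Table S2 terms, the other members of lists and *Camta1* were named after their values were seen. Values in the part of Table S1 at hand had been seen before this rule was written. A few genes that the rule takes in are not reported here but stay in the counts.

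The procedures were tested on simulated data made from these 12353 genes and 6 libraries with 200 changed genes. Limma recovered 62 of 67 genes changed by 0.5 on the log2 scale (92.5%), all 67 changed by 1 and all 66 changed by 2, with 4 false calls among 199, and 1 call when nothing was changed. The procedure modeled on that of the paper recovered 63, 67 and 66 of these genes with 147 false calls among 343, and made 171 calls when nothing was changed. These shares describe the simulated noise only. They do not measure the power for a single gene of the real libraries, where genes such as *Socs3* varied widely between mice. The alternatives tried were a pseudocount of 0.1, a mean FPKM of at least 1, no quantile normalization, median scaling, limma without a trend or with robust estimation, other thresholds, and leaving out each library in turn. Limma with sample weights was added after seeing the data. The enrichment analyses with DAVID and with transcription factor targets were not repeated, since their databases were not used here, and Tables S1 and S2 were read only in part and entered no test.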

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

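The tests of lower CLOCK/BMAL1 activity, of fasting, and of Cebpb and Cebpd against the adipocyte markers were chosen only after the result was seen, as was the demand that each of the 6 adipocyte markers pass in limma, which replaced a range of their log2 fold changes under 1, a bound that they met at 0.96. Lists were first to be described here only where camera passed with both correlations. As no list did, this was widened, after the values were seen, to lists that passed with the preset correlation and hold no gene that the paper names.

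Genes that changed most but that the paper's text on these muscles and Fig. 3D to 3F do not name were, among the 10 with the largest rise, the clock genes *Ciart* (log2 fold change 3.29) and *Dbp* (3.11), and *Arrdc2* (2.81), *Ddit4* (2.45), *Slc25a25* (2.40), *Tmem267* (2.24) and *Chac1* (1.99). Among the 10 with the largest fall they were *Lrrc30* (−1.61), *Spon2* (−1.47), *Rrad* (−1.32), *Dyrk2* (−1.25), *Tnfrsf12a* (−1.24), *Pim1* (−1.23) and *Wsb1* (−1.18). All of them had non-overlapping groups and passed in limma. *Ddit4* and *Slc25a25* lost their calls in 5 of the 6 fits that leave out a library (adjusted p up to 0.139 and 0.151 from limma), and *Rrad* without Sample 2 or Sample 3 (adjusted p up to 0.0668 from limma). *Arrdc2* was just short with robust estimation.

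Endothelial markers were lower in the Nogo-/- muscles, with 6 of 12 fallen (8 when adjusted over the list alone), none risen and a median log2 fold change of −0.36 (camera, adjusted p = 5.84e-06; adjusted p = 0.583 with an estimated correlation; fry, adjusted p = 0.0285). Smooth muscle and pericyte markers, given for comparison although the paper names 1 of them, were lower too, with a median of −0.31 (camera, adjusted p = 1.28e-04; adjusted p = 0.745 with an estimated correlation; fry, adjusted p = 0.190). The mean log2 value of both lists was lowest in Sample 6, at 3.93 and 3.48, and both lists passed without it (camera, adjusted p = 3.59e-05 and 7.17e-04), with medians of −0.26 and −0.20. Claudin-5 (*Cldn5*) fell from an FPKM of 20.9 ± 1.03 (SD, n = 3 mice) to 9.37 ± 1.33 (SD, n = 3) and the VEGF receptor gene *Kdr* from 14.8 ± 0.516 (SD, n = 3) to 7.63 ± 1.40 (SD, n = 3), whereas *Flt1* was at 0.12 and *Vwf* at −0.18 on the log2 scale and did not pass in limma. Interferon-stimulated genes had a median of −0.16 with 2 of 16 fallen, *Gbp2*, which passed in 2 of the 6 fits that leave out a library, and *Rsad2*, which passed in none of them (also 2 when adjusted over the list alone; camera, adjusted p = 0.0272; adjusted p = 0.745 with an estimated correlation; fry, adjusted p = 0.190), and the list did not pass without Sample 3 (adjusted p = 0.134) or without Sample 6 (adjusted p = 0.0749). Cytosolic ribosomal protein genes had a median of 0.042 with none of 21 past the limma test over all genes or over the list alone and 7 at an unadjusted p under 0.05 (camera, adjusted p = 0.0309; adjusted p = 0.745 with an estimated correlation; fry, adjusted p = 0.190), and this list did not pass with median scaling, without a trend, or without Sample 3 or Sample 4 (adjusted p = 0.0595 and 0.114).

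The number of changed genes was set against other groupings of the same libraries. The real grouping gave 573 changed genes in limma and the highest of the other 9 splits gave 0, with 281 to 646 genes at an unadjusted p under 0.05 in those splits against 2529 in the real one. With 10 splits in all, 1 of which is the real one, a share under 0.05 cannot be reached. DNA of another strain left around the targeted gene would raise the share of changed genes near *Rtn4*. Within 20 Mb of it 6 of 107 genes changed (5.61%), without *Rtn4* itself, against 566 of 12234 elsewhere (4.63%; one-sided Fisher's exact test, p = 0.377). The share near *Rtn4* was slightly higher, and with 6 changed genes the test cannot exclude such DNA. Of 5 measured genes in a fixed list of genes known to differ between laboratory strains, 1 fell, 1 of the 2 annotated as *Nnt* on chromosome 13, and the list did not pass (camera, adjusted p = 0.877; fry, adjusted p = 0.190). A list of 5 genes also leaves differences of strain elsewhere in the genome open.

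Of 12 clock output and repressor genes 10 rose, and of 6 genes of the opposite phase 5 fell, all 6 having a log2 fold change under 0. Both lists passed in camera, but not with an estimated correlation (adjusted p = 0.121 for each). The paper names 6 and 5 of their genes from these libraries, so their direction is not independent evidence. Lower CLOCK/BMAL1 activity at all times of day would lower its direct targets, but *Dbp*, *Tef*, *Ciart*, *Nr1d1*, *Nr1d2* and *Hlf* had a median log2 fold change of 0.90 (0.85 to 0.96 with each library left out), which argues against it as the whole cause. Muscles taken at different times of day could also give such a difference, as 4 clock-driven genes that were chosen beforehand from those not named by the paper (*Tef*, *Ciart*, *Nr1d1* and *Bhlhe41*) had a median of 0.42, although *Nr1d1* was at −0.25. As the sampling times of the mice are not known here, a shifted clock and a shifted sampling time cannot be told apart. The effect of Nogo on the phase of the clock stays open as a biological explanation.

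The fat cell genes that were higher in Nogo-/- muscles may come from more fat cells in the sample, either between the fibers or dissected with the muscle. The markers *Adipoq*, *Plin1*, *Cidec*, *Fabp4*, *Cfd* and *Retn* had a median log2 fold change of 0.57, but none of the 6 passed in limma and the median was 0.21 without Sample 4 and at most 0.88, so these values do not decide, and they would look alike for both kinds of fat. *Cebpb* and *Cebpd*, which muscle also expresses, rose by 0.56 more on the log2 scale than the markers (standard error 0.44, 0.15 to 0.84 with each library left out), which is too imprecise to separate them. Longer fasting would raise FOXO and fasting-responsive genes. Of 19 such genes, 4 rose and 3 fell, with a median of 0.026 (camera, adjusted p = 0.797), so fasting stays open. The test first used only *Pdk4*, *Fbxo32* and *Trim63*, which fell, at log2 fold changes of −0.35, −0.85 and −0.56. As they were picked after they were seen to fall, the fixed list replaced them. Glucocorticoid-responsive genes (*Fkbp5*, *Tsc22d3*, *Klf9*, *Mt1*, *Mt2*, *Pdk4* and *Ddit4*) had a median of 0.88, with 5 of 7 up and *Pdk4* down, so a glucocorticoid response stays open.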

How the results depend on the processing

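No paired analysis was possible because the columns of the deposited table carry no replicate number, so the planned fits with the replicate number as a block were not run. The planned run without a filter was not done either, since the deposited table holds only genes that already passed the authors' filter. Limma with sample weights was chosen after seeing the data. The 573 changed genes became 1006 (425 higher, 581 lower) at an adjusted p under 0.1, as a looser threshold implies. Leaving out 1 library, which leaves fewer samples, gave 188 to 435 genes, 83 to 199 higher and 105 to 238 lower. In the other settings for all 6 libraries at the same threshold the count was 421 to 653, and no shared call changed sign. The procedure modeled on that of the paper gave 1354 genes (629 higher, 725 lower) with a pseudocount of 0.1 in place of 867, and the cause was not tested. The clock difference of 2.47 was 3.21 with a pseudocount of 0.1 and 3.06 over only the 9 clock components, in the same direction. With the correlation estimated from the data, 0 of the 9 lists that camera had called passed, 3 having an unadjusted p under 0.05. Fry called 10, among them the list that holds *Rtn4*. The list of fibroblast and extracellular matrix genes, with a median of −0.016, lay between −0.15 and 0.052 with each library left out and passed, as lower, without Sample 4 only (median −0.15, camera, adjusted p = 0.0128), and the cause was not tested. Of 86 named genes past the limma test, 44 passed in the same direction in every alternative set beforehand and 59 in every one of these with 6 libraries. The depth of the libraries limits what can be said of genes with an FPKM near 1.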

Differences from the paper's values

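At the paper's thresholds, a procedure modeled on that of the paper gave 867 genes against the paper's 703, with 421 higher against the paper's 355 and 446 lower against the paper's 348. None of these differs by over 1.5 times. It is not an exact repeat, since it used log2(FPKM + 1) and a distribution pooled over genes, and its combined p had a median ratio of 0.515 to that in the part of Table S1 at hand. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave counts over 1.5 times the paper's in all 3. Leaving out Sample 5 did so for the total and the higher genes, no quantile normalization for the higher genes, and leaving out Sample 4 for the lower genes. The count closest to the paper's was 780, with a mean FPKM of at least 1, and no setting that was run gave 703.

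Of the 47 genes the paper names as changed in these muscles, 17 did not pass in limma at an adjusted p under 0.05. These were *Pparg*, *Cebpa*, *Wnt5a*, *Id3*, *Adcy9*, *Cacna1g*, *Prkcd*, *S1pr4*, *S1pr3*, *Ppp1r14a*, *Marcks*, *Sgk1*, *Pde4c*, *Socs3*, *Rel*, *Nfil3* and *Nr2f1*, each with the sign that the paper gives. At an adjusted p under 0.1, 7 of them passed, and 13 at an unadjusted p under 0.05 with a fold change over 1.3. By the procedure modeled on that of the paper, all 17 passed, and 3 to 5 of the 47 genes dropped out of it without quantile normalization or with a library left out. In limma, *Id3* passed without Sample 1, *Pparg*, *Pde4c* and *Nfil3* without Sample 6, *Cacna1g* without Sample 2, *Prkcd* without Sample 4, *Sgk1* without Sample 5 and *Rel* without a trend. With sample weights, a setting chosen after seeing the data, *Id3*, *S1pr3* and *Nfil3* passed.

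The paper's discussion states that expression of the PER and CRY components was abrogated in Nogo-/- muscles, while its results section gives *Per1*, *Per2*, *Per3* and *Cry2* as higher. In the deposited values, *Per1*, *Per2*, *Per3* and *Cry2* rose, at log2 fold changes of 3.18, 2.09, 1.96 and 0.87, and *Cry1* fell, at −0.76, with an FPKM of 4.23 ± 0.339 (SD, n = 3 mice) in Nogo-/- muscles.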

Other observations

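Many features of the muscle tissue did not pass the test between the groups. None of 18 macrophage and myeloid markers passed in limma over all genes or over the list alone, with 0 at an unadjusted p under 0.05, and *Cd68* and *Ptprc* were at 0.30 and −0.31 on the log2 scale. Of 21 fibroblast and matrix genes, 1 rose, the connective tissue growth factor gene *Ccn2* at 0.93 (adjusted p = 0.0245) in limma, which passed in 1 of the 6 fits that leave out a library, and collagen genes such as *Col3a1* (−0.10) did not pass. Of 19 genes of the dystrophin complex and muscle membrane, 1 fell, *Dag1* at −0.23 (adjusted p = 0.0284) in limma, which also passed in 1 of these fits. Of 7 partners that the paper found bound to Nogo-A, 1 fell, none rose and 6 did not pass (2 higher and 2 lower when adjusted over the list alone). The one that fell was the caveolar protein gene *Cavin4*, from an FPKM of 87.1 ± 3.65 (SD, n = 3 mice) to 63.6 ± 5.39 (SD, n = 3).

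Of 16 endoplasmic reticulum stress genes, 3 rose, none fell and 13 did not pass (4 higher and 1 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.196; fry, adjusted p = 0.262). The 3 were *Chac1*, which passed in all 6 fits that leave out a library, *Herpud1*, which passed in 2 of them, and *Dnajb9*, which passed in none. *Chac1*, which encodes an enzyme that degrades glutathione, rose from an FPKM of 9.16 ± 2.72 (SD, n = 3) to 41.6 ± 15.0 (SD, n = 3), while *Ddit3* and *Atf4*, which act upstream of it, were at −0.12 and −0.12 and did not pass in limma. Of 13 glycolysis genes, 3 rose, led by *Hk2*, and none fell (3 higher and 1 lower when adjusted over the list alone). The rise of *Pfkm*, at 0.11 (adjusted p = 0.0223) in limma, and of *Gpi1* was lost with median scaling, without a trend and without Sample 1, 2 or 3. The list did not pass in camera (adjusted p = 0.410) and passed in fry (adjusted p = 0.0285).

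*Nnt*, a mitochondrial transhydrogenase gene whose sequence differs between C57BL/6J and other laboratory strains, is annotated as 2 overlapping genes on chromosome 13. The first, from 119335448 to 119408997, had a log2 fold change of −0.61 (adjusted p = 0.00549 from limma) and the second, from 119335528 to 119408952, one of 0.63 (adjusted p = 0.0679 from limma). Reads may be divided between the overlapping pair in another way in each group, and the share of changed genes around *Rtn4* (p = 0.377, Fisher's exact test) does not bear on chromosome 13. *Tmem267*, which lies next to *Nnt* from 119488039 to 119611059, rose from 3.41 ± 0.307 (SD, n = 3) to 20.4 ± 0.999 (SD, n = 3).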
